# Brain transcriptome changes in the aging *Drosophila melanogaster* accompany olfactory memory performance deficits

**DOI:** 10.1371/journal.pone.0209405

**Published:** 2018-12-21

**Authors:** Rodrigo Pacifico, Courtney M. MacMullen, Erica Walkinshaw, Xiaofan Zhang, Ronald L. Davis

## Abstract

Cognitive decline is a common occurrence of the natural aging process in animals and studying age-related changes in gene expression in the brain might shed light on disrupted molecular pathways that play a role in this decline. The fruit fly is a useful neurobiological model for studying aging due to its short generational time and relatively small brain size. We investigated age-dependent changes in the Drosophila melanogaster whole-brain transcriptome by comparing 5-, 20-, 30- and 40-day-old flies of both sexes. We used RNA-Sequencing of dissected brain samples followed by differential expression, temporal clustering, co-expression network and gene ontology enrichment analyses. We found an overall decline in expression of genes from the mitochondrial oxidative phosphorylation pathway that occurred as part of aging. We also detected, in females, a pattern of continuously declining expression for many neuronal function genes, which was unexpectedly reversed later in life. This group of genes was highly enriched in memory-impairing genes previously identified through an RNAi screen. We also identified deficits in short-term olfactory memory performance in older flies of both sexes, some of which matched the timing of certain changes in the brain transcriptome. Our study provides the first transcriptome profile of aging brains from fruit flies of both sexes, and it will serve as an important resource for those who study aging and cognitive decline in this model.

## Introduction

The natural process of aging in animals entails changes at the behavioral, anatomical, cellular and molecular levels. Global transcriptome studies offer an unbiased method to assay changes in gene expression associated with aging and may provide insights into pathways that play a role in that process. However, variable genetic background, diverse environments, long lifespans and limited access to the tissue of interest are some of the major difficulties faced when performing such studies directly in humans, particularly in the brain. In this regard, animal models can provide an important complement for investigating the molecular changes underlying the cognitive deficits that occur with aging.

Transcriptome profiling studies of the aging brain have been performed in various model organisms, including mice [1], zebrafish [2] and non-human primates [3]. Some of these studies have revealed common themes in age-related gene expression changes, such as upregulation of stress response and inflammation/immune response genes, as well as the downregulation of oxidative metabolism and neuronal/synaptic function genes [4]. Many of the transcriptome changes observed in aging brains from model organisms have also been documented in gene profiling studies of postmortem human brains [5, 6], validating the usefulness of these models.

The fruit fly is a valuable model organism in biomedical research, particularly due to its tractability to genetic manipulation, short generational time and ease of maintenance. As a model in neurobiology, the fly brain offers the advantage of being relatively small and yet capable of producing complex behaviors. Studies of the fly brain have provided important insights into human neurological disorders such as Alzheimer’s [7] and Parkinson’s disease [8, 9]. The fly brain is also a useful model for studying the normal aging process and its associated cognitive changes, as studies have shown disturbances in memory [10–12], sleep [13–15], locomotion [16–18] and other behaviors [19] in aging flies. Age-related memory impairment in the fruit fly can be suppressed pharmacologically [20], thus also making it a useful model in translational research for screening compounds that enhance memory or slow its decline with age. Despite the value of *Drosophila* as a model organism in studying the neurobiology of aging, few transcriptome studies of the aging fruit fly brain have been reported, and they were either restricted to males [21] or relied on RNA extracted from heads [22, 23], which contain many tissue types, rather than dissected brains. In addition, these older studies were performed using microarray technology, which is more susceptible to experimental variability and background noise than RNA sequencing approaches [24, 25], and is limited in its ability to detect novel transcripts. Recently, a single-cell RNA-Seq study of the aging fruit fly brain was published [26], but samples from both sexes were pooled in that study, precluding the analysis of age-related gene expression changes in each separate sex.

Here we provide the transcriptome profiling of whole-brains from the fruit fly *Drosophila melanogaster*, derived from both sexes and collected at different ages during the life of the fly. We show age-related changes in expression of genes in pathways previously identified in aging studies of the human brain and model organisms. Furthermore, we identify a co-expression module that is highly enriched in genes known to affect learning and memory in flies. We also show age-dependent memory performance deficits in the same strain of flies, some of which parallel certain changes observed in the brain transcriptome.

## Material and methods

### Fly stocks and husbandry

*Drosophila melanogaster* Canton-S (CS) fly stocks were maintained at 25°C and 70% humidity under a 12:12-hour light/dark cycle. Flies were collected twice daily, to ensure age, and separated by sex. Flies were flipped to fresh food 1–2 times per week until the desired age was reached. For survival curve analysis, 600 male flies and 600 female flies were collected after eclosion. Every 3 days, the surviving flies were transferred to fresh vials and deaths were scored.

### RNA-sequencing

CS flies were collected in vials containing either 50 male flies or 50 female flies and were aged to 5, 20, 30 or 40 days post-eclosion. At each of the time points, whole brains from 18 flies were dissected in RNALater solution (Ambion, Foster City, CA). Triplicate biological samples were collected for both males and females at each time point, although only two of the three samples were used for the 30-day-old male group, since the third sample of this group was later found to have female contaminants. RNA was isolated from each sample using the Qiagen RNeasy Plus Micro Kit (Qiagen, Venlo, Netherlands) and treated with DNaseI using the TURBO DNA-free kit (Life Technologies, Carlsbad, CA), according to the manufacturers’ instructions. Twenty-five nanograms of RNA from each sample was used to generate cDNA libraries using the Ovation Universal RNA Seq V2 Kit for *Drosophila* (Nugen, San Carlos, CA) according to manufacturer’s instructions. Libraries were multiplexed so that each sample would generate approximately 30 million paired-end reads and run on a NextSeq 500 sequencer (Illumina, San Diego, CA).

### Raw sequencing data processing

Paired-end sequencing reads were trimmed to remove adapter sequences and low-quality base reads using Trimmomatic (v0.35) [27] with standard settings. Samples were aligned against the full *D*. *melanogaster* genome using the splice-aware STAR aligner [28]. Finally, the HTSeq-count script [29] was used in “union” mode to count reads that mapped unambiguously to annotated features on the assembled genome. Reference genome and genome annotation files were obtained from the *D*. *melanogaster* genome browser, assembly dm6, hosted on the University of California-Santa Cruz (UCSC) server. A file with read counts per gene for all samples (raw data, not normalized) is included in the Supporting Information.

### Differential expression analysis

Analysis of differentially expressed genes was performed using the R package DESeq2 [30]. Library sample sizes were normalized using the default parameters. The effect of age on the expression of each gene was tested by comparing the full model and the reduced model (i.e. without “age” as a factor) through the likelihood ratio test (LRT). Differential expression between two age points was then tested using the Wald’s test of log-fold changes. In each of these two tests, outlier genes were flagged using the default Cook’s distance cutoff, and genes with very low read counts were automatically removed through the default independent filtering method. All genes that remained after filtering are referred to as “detectable” in all further analyses. P-values were adjusted for multiple testing by the false-discovery rate (FDR) Benjamini-Hochberg method. The regularized logarithmic transform was used to convert discrete read counts into continuous r-log values that were used in the temporal clustering and co-expression network analyses.

### Fuzzy c-means clustering

Temporal clustering was performed using the R package Mfuzz [31]. For each age group, r-log expression values for each DE gene were averaged across samples. Expression values for all genes were then standardized by subtracting the mean value across ages and dividing by the standard deviation. The fuzzifier parameter *m* and the number of clusters *c* were estimated using a previously described method [32]. The α = 0.4 threshold was used for identifying the core genes in each cluster. Only the core genes were plotted in the temporal profiles and used when calculating enrichment in gene ontology terms.

### Weighted gene co-expression network analysis

Weighted gene co-expression network analysis [33] was performed using the WGCNA package (v1.51) in R; the r-log values from all detectable genes in each dataset were used. The soft-thresholding power used for both datasets was 7; this was determined using the scale-free topology criterion. For each dataset, a network was built using the blockwiseModules function with the following parameters: networkType = "unsigned", TOMType = "signed", corType = "bicor", minModuleSize = 40, mergeCutHeight = 0.2, minKMEtoStay = 0.8. The maxBlockSize parameter was set to the total number of genes in order to ensure calculations were done in a single block. The association of each module with age was tested by calculating the effect of age on eigengene variation with ANOVA. Eigengene plots were generated by fitting eigengene values onto a curve smoothed by the LOESS method. The iGraph R package [34] was used to generate module plots showing the top 200 links (based on the adjacency matrix of absolute value biweight midcorrelations for genes in that module).

### Functional enrichment analyses

Enrichment of gene ontology (GO) terms from the “Biological Process” class was calculated in a given gene set (DE genes set, temporal cluster or co-expression module) using the GORILLA tool [35]. In each analysis, all detectable genes in that dataset (see Differential expression analysis sub-section above) were used as background, and enrichment was calculated using the hypergeometric probability test. All GO terms significant after multiple testing correction (at a 5% false-discovery rate threshold, Benjamini-Hochberg method) were submitted to the REVIGO tool along with p-values for generating non-redundant lists containing the most representative terms; the “allowed similarity” parameter was set to “small” (0.5). Enrichment in genes that affect memory was calculated using hits from a previous RNAi screen [36]; the enrichment was calculated separately for memory-enhancing and memory-impairing hits (respectively defined as genes that either increased or decreased performance when knocked down in an olfactory learning aversive conditioning task within that study). Similar to the GO enrichment analysis, all detectable genes were used as background in the hypergeometric probability test.

### Behavior

We used 5, 20, 30 or 40-day-old flies for behavioral experiments. Flies were collected 24 hours before experiments and were transferred to fresh food vials 15 minutes before conditioning for equilibration to the experimental room conditions of 25°C and 70% humidity. Experiments were performed in a dark room under red-filtered light. Standard aversive olfactory conditioning experiments were performed as described [37]. Each experimental group of 60 flies was loaded into a training tube where they received the following sequence of stimuli: 30 seconds of air, 1 minute of an odor paired with 12 pulses of 90 V electric shock (conditioned stimulus, CS^+^), 30 seconds of air, 1 minute of a second odor with no electric shock (CS^−^), and a final 30 seconds of air. For conditioning odors, we bubbled fresh air through 3-octanol (OCT) or benzaldehyde (BEN) at concentrations in mineral oil that provided for optimal balance in the half performance index (PI) between odors. Optimal odor concentrations varied across time but were generally between 0.065% and 0.075% for benzaldehyde and 0.15% for 3-octanol. After conditioning, flies were either returned to a food vial to be tested at the 1-hour or 3-hour time point, or transferred immediately to the T-maze for 3-minute memory testing. Flies were allowed a 1-minute resting period followed by a 2-minute decision period to choose between a *T*-maze arm exposing the flies to the CS^+^ odor and an arm exposing the flies to the CS^−^ odor. For all experiments, two groups were trained and tested simultaneously. One group was trained with OCT as the conditioned stimulus paired with electric shock (CS^+^) and BEN unpaired with electric shock (CS^−^), while the other group was trained with BEN as CS^+^ and OCT as CS^−^. Each group tested provides a half PI: Half PI = [(no. flies in CS^−^ arm) − (no. flies in CS^+^ arm)]/(no. flies in both arms). A final PI was calculated by averaging the two half PIs. Since the two groups were trained to opposite CS^+^/CS^−^ odor pairs, this method balances out naive odor biases.

## Results

### Differential gene expression in the aging fly brain

RNA-Seq was performed using isolated brains from male and female adult Canton-S flies of 5, 20, 30, and 40 days of age. 

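The counts covered 23 libraries, each from a pool of 18 brains, with 12 libraries from females and 11 from males. Every sex and age had replicates A, B and C except 30-day-old males, which had B and C. Libraries are named by sex, age and replicate, so that F40B is replicate B of 40-day-old females and M5A is replicate A of 5-day-old males. The values are the authors' deposited raw counts per gene, made by trimming reads with Trimmomatic, aligning them with STAR to dm6 and counting them with HTSeq. No normalization had been applied to them, and 2241 of the 17521 genes had no count in any library.

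Total counts ran from 6770442 in F40B to 28687450 in F5C, with a median of 15628443. Median totals were 24989680 in 5-day-old females, 22000548 in 5-day-old males and 24180368 in 30-day-old males, against 12735231 to 15434202 in the other 5 groups. A gene with no count had a limit of 0.105 to 0.443 CPM (counts scaled to a library total of 1e6), which is 3 counts of a library's total and covers counting error only. The filter of edgeR kept 10505 genes in females and 10799 in males, and library totals were scaled by TMM. A gene counts as changed when it passed a 5% FDR both in edgeR's quasi-likelihood test over the 4 ages and in the same test of the contrast. Rose and fell are used only of such genes. Levels are means of TMM-scaled CPM ± SD, with n = 3 libraries, or n = 2 in 30-day-old males. Symbols are those of the deposited counts and positions are on Release 6 (dm6).

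The midgut gene mex1 was at 15.8, 153, 16.3, 75.7 and 54.7 CPM in F5B, F30A, F30B, F40A and M40C and at 7.71 CPM or less in each of the other 18 libraries. Counts were therefore also taken without these 5 libraries, a choice made after the data were seen, and they are called the mex1 libraries. Gene lists, 30 of them with members in the counts, were fixed before the data were examined, as were the rule for naming genes, written with the first lines of the paper's S1 Table in view, and every other alternative setting except removal of a trend of counts with transcript length. Their members were tested against all other genes with camera, with p-values adjusted over the lists of a contrast and a preset correlation of 0.01 between genes. With a correlation estimated from the data, 3 lists passed in 40-day-old against 5-day-old females, and no list passed in the other 12 contrasts.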

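Across the 23 libraries, the first principal component of log2 CPM over 11332 genes held 30.9% of the variance and the second held 11.1%. The largest weights on the first component belonged to CG10912 and CG10911, followed by the digestive proteases Jon65Aiii, Jon65Aiv, alphaTry, epsilonTry, betaTry and yip7. The maltase Mal-A1 came after 5 further genes, CG13324, CG14125, CG13323, CG4734 and CG42397. The high end of the second component also held digestive proteases, Jon99Ciii, Jon99Cii, alphaTry, Jon65Aiii, betaTry and Jon65Aiv among them, and its low end held the antimicrobial peptide genes AttD, CecB, Dpt and DptB, the lysozyme gene LysX, and TotM, which encodes a secreted protein induced by stress. These genes were picked by their weights, after the values were seen. Scores on the first component were highest in F30A (104), F40A (102), M40C (71.7), F30B (70.4) and F5B (43.1), which are the mex1 libraries.

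Age accounted for 27.5% of the variance of the scores on the first component (one-sided permutation test, p = 0.0987, adjusted over 4 tests p = 0.197). It accounted for 42.5% on the second (p = 0.0122 from the same permutation test, adjusted p = 0.0488). Sex accounted for 7.91% on the first component (permutation p = 0.193, adjusted p = 0.257) and 3.98% on the second (permutation p = 0.363, adjusted p = 0.363).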

Principal component analyses of sequencing data revealed some separation of samples according to age along the axes of the first two components, irrespective of sex (S1 Fig). However, this analysis also indicated a higher variance in the female data—therefore, we analyzed data from each sex separately in this paper. 

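The summed level of the 7 digestive enzymes named for the first component separated libraries of the same sex and age. Among 5-day-old females it was 21.3 CPM in F5A, 17200 CPM in F5B and 3.9 CPM in F5C. Among 40-day-old females it was 16000 CPM in F40A, 14.3 CPM in F40B and 14.6 CPM in F40C, and in 30-day-old females it lay between 1240 and 21100 CPM. In males it lay between 0.715 CPM in M30C and 7260 CPM in M40C.

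A library's distance from the mean of its group over all components was 88.6 ± 14.2 (SD, n = 12) in females and 81.8 ± 11.0 (SD, n = 11) in males. The difference of 6.8 had a two-sided permutation p of 0.217. It was 10.8 without F30B (permutation p = 0.0399), 4.11 without M5A and 1.05 without F40A. Along the first component the mean distance was 49.0 in females and 33.2 in males, a difference of 15.7 (two-sided permutation p = 0.0947). That difference was 3.04 without F40A (permutation p = 0.759) and 9.58 without F5B. The p fell under 0.05 without F5A (0.046), F20B (0.026), F30B (0.0382) or M30C (0.0466).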

Differential expression analysis was first accomplished using the likelihood-ratio-test (LRT) in DESeq2, which identifies genes whose expression changes significantly when the independent variable (age) is included in the full model, in comparison to the reduced model in which the “age” variable is absent. 

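A small nucleolar RNA that guides a modification of 18S ribosomal RNA, snoRNA:Psi18S-1377a, rose with age in both sexes. Its log2 fold change at 40 days against 5 days was 3.21 in females (SE 0.24, adjusted p = 0.000407). In males it was 3.03 (SE 0.23, adjusted p = 0.000403). The tetraspanin gene TM4SF (2R, 23878197 to 23880860, plus strand) fell in females from 463 ± 35.9 CPM at 5 days to 124 ± 8.46 CPM at 40 days (log2 fold change −1.91, SE 0.16, adjusted p = 0.00041). Mmp1, a matrix metalloproteinase, rose in 40-day-old males from 37.2 ± 1.33 to 127 ± 11.2 CPM (log2 fold change 1.77, SE 0.13, adjusted p = 0.000403). Tsp42Ed, another tetraspanin, rose in the same comparison from 33.6 ± 10.7 to 211 ± 39.9 CPM (log2 fold change 2.65, SE 0.24, adjusted p = 0.00117). These calls held with any single library left out.

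Over the 4 ages, 1528 of 10505 genes changed in females and 31 of 10799 in males. The effect of age was compared between the sexes by an interaction test, and 0 of 11332 genes passed in edgeR at 20, 30 or 40 days. At an unadjusted p under 0.05 there were 455, 992 and 712 such genes, and in DESeq2 23, 8 and 18 passed. The female count was 756 without F30A, 684 without F30B, 803 without F40A, 413 without F40B and 548 without F40C. The male count was 9 without M5A, 11 without M5B or M40B, 16 without M20A, 19 without M20C, 13 without M30B, M40A or M40C and 14 without M30C. It was 9 in females and 13 in males without the mex1 libraries. Leaving out 4 female libraries in 26 other ways gave a median of 21 and a range of 0 to 1620.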

Unsurprisingly, there were a large number of genes that changed in expression as a function of age (Table 1; see S1 Table for the full list of genes). In order to identify genes that are differentially expressed (DE) at different ages in older flies (20, 30 and 40 days of age) in comparison to young flies (5 days old), we used the Wald’s test, which tests the probability of finding the same (or higher) log-fold change in expression between two groups by chance. Only genes identified as statistically significant in LRT and Wald’s test were considered to be differentially expressed in the pairwise comparisons. 

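In 40-day-old females SIFa, a neuropeptide, fell from 62.1 ± 5.11 CPM at 5 days to 13.7 ± 3.98 CPM (log2 fold change −2.18, SE 0.27, adjusted p = 0.00152). Ilp3, an insulin-like peptide, fell from 101 ± 10.7 to 24.0 ± 4.86 CPM (log2 fold change −2.07, SE 0.23, adjusted p = 0.00107). PPO2, a prophenoloxidase of crystal cells, fell by 3.28 on the log2 scale (SE 0.43, adjusted p = 0.00218). A pair of genes of synaptic vesicle traffic fell at every older age in females. Rop, the Sec1 protein of vesicle fusion, was at 412 ± 26.1 CPM at 5 days and at 239 ± 9.61, 222 ± 18.1 and 273 ± 12.4 CPM at 20, 30 and 40 days. AP-2mu, a clathrin adaptor subunit, went from 164 ± 0.552 CPM to 88.4 ± 7.52, 96.9 ± 3.75 and 90.5 ± 7.09 CPM. In 30-day-old females comt, the ATPase that takes SNARE complexes apart, fell by 1.22 on the log2 scale (SE 0.17, adjusted p = 0.00798). The acetylcholine receptor subunit nAChRbeta1 fell by 1.11 (SE 0.15, adjusted p = 0.00798), and Cbp53E, a calcium-binding protein, fell by 1.48 (SE 0.20, adjusted p = 0.00798). These calls held with any single library left out. Of the 30 vesicle release genes tested, however, only 4 fell at 40 days, with or without any single library, and 1 rose (6 without F5C, 2 without F20A and 0 without F40B or F40C).

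Against 5-day-old females, 312 genes changed at 20 days (120 rose and 192 fell), 701 at 30 days (195 rose and 506 fell) and 771 at 40 days (259 rose and 512 fell). In males, 4 genes changed at 20 days: dys, CG9935 and snoRNA:Psi18S-1377a rose and TM4SF fell. At 40 days 31 genes changed in males, of which 20 rose and 11 fell, a balance that 2 alternatives fixed beforehand turned (119 up and 240 down with both sexes in 1 fit, 140 and 162 with the pairwise test alone) and DESeq2 evened out (405 and 401). With only the 2 ages compared, an alternative fixed beforehand, 2, 0 and 440 genes changed in females at 20, 30 and 40 days and 0 and 28 in males at 20 and 40 days. With the replicate letter as a block the male counts were 0 and 7. Counts drifted with transcript length between libraries, and with that trend taken out, an alternative chosen after the data were seen, the balance of rises and falls turned in 2 of these comparisons. It was then 84 up and 34 down in 20-day-old females and 42 up and 59 down in 40-day-old males, against 154 and 413 in 30-day-old and 138 and 396 in 40-day-old females. The 20-day-old libraries also stood apart in the number of genes seen. Thinned to equal totals, they had a count for 10605 to 10696 genes in females, against 11448 to 11557 in the 5-day-old ones. The numbers of the libraries in the labels run in blocks by age. What they stand for is not given, and an effect that followed them could not be told apart from age.

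Single libraries moved these counts. The count in 20-day-old females was 19 without F20A, 27 without F5B, 30 without F20B, 59 without F20C, 73 without F5A, 89 without F40B, 103 without F40C, 139 without F5C, 148 without F30A and 175 without F30B. In 30-day-old females it was 43 without F30B, 166 without F30A, 238 without F40B, 323 without F40C, 378 without F5C, 440 without F20C, 450 without F40A and 453 without F5B. In 40-day-old females it was 237 without F40B, 323 without F40C, 385 without F40A, 424 without F5B, 429 without F5A, 466 without F30B, 493 without F30A and 1197 without F5C. In 20-day-old males it was 8 without M5C, 1 without M20B or M40C and 0 without any other library. In 40-day-old males it was 8 without M5A, 10 without M5B or M40B, 12 without M40C, 13 without M30B or M40A, 14 without M30C, 16 without M20A and 19 without M20C. With the mex1 libraries left out the counts were 7 and 9 in females and 1 and 12 in males at 20 and 40 days. Only F30C is then left in 30-day-old females. Leaving out 4 female libraries in 26 other ways gave medians of 5 and 19 at 20 and 40 days, and 14 and 11 of the 26 gave no more. Each of these ways also left out F30A or F30B, however, so whether losses of this size are particular to the mex1 libraries cannot be told.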

Using this dual filtering approach, the largest number of DE genes (1521) was found in the brain of 30-day-old female flies, and the smallest number of DE genes (66) was detected in the brain of 30-day-old male flies. However, the latter is likely in part due to the smaller sample size of this group (only two 30-day-old male samples were used; see Materials and Methods).

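In the pair of libraries from 30-day-old males, 5 genes rose and none fell (28 up and 38 down in DESeq2, 7 and 4 with both sexes in 1 fit, 2 and 0 with the replicate letter as a block and none with only the 2 ages compared). Of the 5, 4 were small nucleolar RNAs that lie within one stretch of 3R (30206976 to 30207883, minus strand), snoRNA:Psi18S-1377a, b, c and e. The first of them had a log2 fold change of 2.66 (n = 2 at 30 days, SE 0.24, adjusted p = 0.00602), and snoRNA:Psi18S-1377c had a log2 fold change of 3.00 (SE 0.31, adjusted p = 0.0105). The other riser was dys (log2 fold change 1.65, SE 0.18, adjusted p = 0.0114). At an unadjusted p under 0.05 there were 676 genes. The calls of these genes rest on few libraries: the count was 2 without M5A, M5B or M30B and 0 without M30C.

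Markers of muscle moved with this age group. Of the 22 tested, 0 passed in edgeR and 0 in DESeq2, 12 were lower at an unadjusted p under 0.05, and the median log2 fold change was −1.26. The list as a set was lower (adjusted p = 1.88e-11), but had adjusted p = 0.182 with an estimated correlation. From 20 to 30 days 0 genes changed in males in edgeR (1346 at an unadjusted p under 0.05 and 89 in DESeq2), and from 30 to 40 days also 0 (914 and 84).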

**Table 1:** Number of DE genes in each pairwise age comparison.

Sex	Comparison	All	Up	Down
Male	All ages (LRT)	1076	-	-
	20d vs. 5d	217	105	112
	30d vs. 5d	66	28	38
	40d vs. 5d	808	407	401
Female	All ages (LRT)	3271	-	-
	20d vs. 5d	913	413	500
	30d vs. 5d	1521	642	879
	40d vs. 5d	1496	730	766

Number reflects genes that were significant after multiple-testing correction at 5% FDR in both the Wald’s test and the LRT.

Gene ontology enrichment analysis, which provides a broader view of functional classes that are overrepresented in a given gene set, was performed for DE genes at each pairwise comparison, in each sex, using the “Biological Processes” category. This analysis was also carried out for upregulated and downregulated genes separately, in order to distinguish whether the identified processes were amplified or diminished with age. Enrichment results were filtered to remove redundant GO terms and generate concise, more meaningful lists (see Material and Methods). The top 5 terms in each pairwise comparison, separated by sex and direction, are shown in Fig 1 (full lists are available in S2 Table). 

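Transcripts of the mitochondrial electron transport chain were lower in older brains of both sexes. In 40-day-old females levy (2R, 23548239 to 23548982, plus strand), a subunit of cytochrome c oxidase, fell from 292 ± 28.9 CPM at 5 days to 124 ± 6.50 CPM (log2 fold change −1.24, SE 0.11, adjusted p = 0.000528). CG7712, a subunit of complex I, fell by 1.40 on the log2 scale (SE 0.14, adjusted p = 0.000715). SdhB (2R, 6807626 to 6809172, plus strand), the iron-sulfur subunit of succinate dehydrogenase, fell from 212 ± 32.8 to 97.4 ± 8.78 CPM (log2 fold change −1.12, SE 0.13, adjusted p = 0.00107). In 40-day-old males CoVIIc, another subunit of cytochrome c oxidase, fell from 224 ± 16.9 to 123 ± 2.78 CPM (log2 fold change −0.86, SE 0.13, adjusted p = 0.0178), and ox, a subunit of the cytochrome bc1 complex, fell by 0.81 (SE 0.14, adjusted p = 0.0226).

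Of the 56 genes of complexes I to IV and cytochrome c tested in females, 10 fell at 20 days, 16 at 30 days and 49 at 40 days, and none rose (24, 35 and 54 were lower when adjusted over the list alone). Those at 20 days included ND75 and CG1970 of complex I and CG3731, a core protein of the bc1 complex. Of the 57 tested in males, 0 passed in edgeR at 20 days (2 higher and 1 lower at an unadjusted p under 0.05, 0 in DESeq2). At 30 days 0 passed in edgeR, with 40 lower at an unadjusted p under 0.05, 9 lower in DESeq2 and 35 lower when adjusted over the list alone. At 40 days CoVIIc and ox passed (51 were lower when adjusted over the list alone). The median log2 fold change of the list at 20, 30 and 40 days was −0.36, −0.41 and −0.96 in females and −0.11, −0.55 and −0.70 in males.

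**Figure D1:**
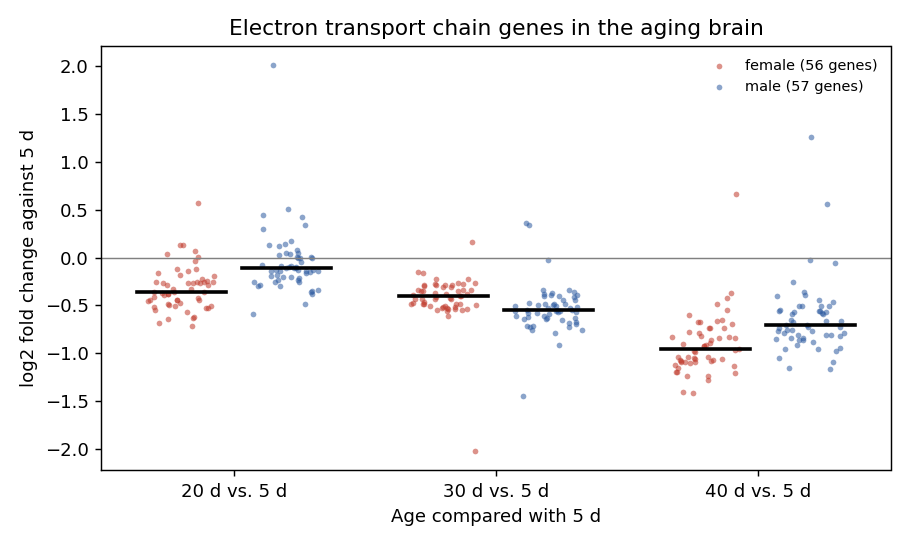
Log2 fold change against 5-day-old flies for each electron transport chain gene (56 in females, 57 in males) at 20, 30 and 40 days, with black lines at the medians. The medians lie between −0.36 and −0.96 in females and between −0.11 and −0.70 in males.

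As a set the list was lower than other genes in females at 20 days (adjusted p = 8.35e-09; adjusted p = 0.429 with an estimated correlation), at 30 days (adjusted p = 7.41e-12; adjusted p = 0.372 with an estimated correlation) and at 40 days (adjusted p = 9.02e-48; adjusted p = 0.0434 with an estimated correlation). In males it was not at 20 days (adjusted p = 0.166), and was at 30 days (adjusted p = 6.8e-33; adjusted p = 0.127 with an estimated correlation) and at 40 days (adjusted p = 2.63e-27; adjusted p = 0.236 with an estimated correlation). Muscle markers had medians of −0.34, −0.09 and −0.16 in females and −0.32, −1.26 and −0.48 in males at 20, 30 and 40 days. The medians without the mex1 libraries were −0.38, −0.41 and −1.06 in females and −0.52 and −0.66 in 30- and 40-day-old males, with 0 genes called.

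The count at 20 days was 0 without F5A, F5B, F20A or F20B, 2 without F20C, 3 without F40B or F40C, 4 without F30A, 5 without F30B and 6 without F40A. The count in 30-day-old females was 0 without F30A or F30B, 1 without F5A, 2 without F20C, 3 without F5B or F40B, 4 without F30C, 6 without F40C, 8 without F40A and 9 without F20B. The count in 40-day-old females stayed between 34 and 50 without any single library. The male count was 0 without M5A, M5B, M40B or M40C, 1 without M5C, M20A, M20C, M30B, M30C or M40A and 2 without M20B.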

At every age in females, and in 30- and 40-day-old males, there was a decrease in expression of energy metabolism genes in the brain, particularly genes from the mitochondrial electron transport chain, when compared to young flies. In the female samples, there was also an age-dependent increase in genes involved in responding to external challenges, including stress response genes. 

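The Turandot genes TotA, TotC and TotM, whose secreted products are made under stress and infection, rose at each older age in females. TotC rose from 1.12 ± 0.423 CPM at 5 days to 109 ± 70.3 CPM at 20 days (log2 fold change 6.60, SE 1.10, adjusted p = 0.0261) and 158 ± 157 CPM at 30 days (log2 fold change 7.13, SE 1.13, adjusted p = 0.011). TotA rose by 5.04 at 20 days on the log2 scale (SE 0.84, adjusted p = 0.025) and TotM by 5.68 (SE 0.93, adjusted p = 0.0247). Hsp68, an inducible chaperone of the Hsp70 family, rose from 7.87 ± 1.17 CPM to 30.2 ± 10.5, 29.5 ± 8.99 and 47.9 ± 7.46 CPM at 20, 30 and 40 days (log2 fold change 2.60 at 40 days, SE 0.29, adjusted p = 0.00107). The small heat shock gene Hsp67Bc fell from 18.9 ± 1.5 CPM to 5.11 ± 1.55 CPM at 40 days (log2 fold change −1.88, SE 0.24, adjusted p = 0.00175). NimC2, a receptor of the Nimrod family of phagocytosis, rose by 2.44 at 30 days (SE 0.32, adjusted p = 0.00798).

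Of the 43 immune genes tested, TotA, TotC and TotM rose at 20 days, these and Tep2, a thioester protein, rose at 30 days, and these 4 and Drs, the antifungal peptide drosomycin, rose at 40 days, and none fell. Adjusted over the list alone, 4, 7 and 9 were higher, and the medians were 0.64, 0.68 and 1.47. As a set they were higher at 20 days (adjusted p = 7.2e-09), 30 days (adjusted p = 2.97e-10) and 40 days (adjusted p = 6.65e-11), with adjusted p = 0.429, 0.372 and 0.32 with an estimated correlation. Of the 19 heat shock and chaperone genes, Hsp68 rose and Hsp67Ba and Hsp67Bc fell at each older age, and Hsp26 also rose at 30 days. As a set they did not pass (adjusted p = 0.158, 0.218 and 0.935).

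The immune count at 20 days was 0 without F5B, F5C, F20A, F20B or F20C, and without F5A it was 3 again, but of genes other than the Turandot genes. At 30 days it was 9 without F5A and 2 without F30B, and at 40 days it was 8 without F5A, 3 without F40A or F40B, 2 without F5C and 1 without F5B or F40C. TotA, TotC and TotM each lost their call at 20 days without F5A, F5B, F5C, F20A, F20B or F20C (adjusted p from 0.0134 to 0.0756 over the 12 fits that each leave out 1 library). The fall of Hsp67Ba at 20 days was lost without each library in turn, that of Hsp67Bc without each 5- and 20-day-old library, both at 30 days without F30A or F30B, that of Hsp67Ba at 40 days without F40A or F40B, and the rise of Hsp26 without each library but F30C. Without the mex1 libraries 0 of the immune and heat shock genes passed in edgeR (6, 4 and 9 immune genes higher at an unadjusted p under 0.05 at 20, 30 and 40 days), and the immune medians were 0.69, 0.63 and 1.24.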

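In 40-day-old males the antimicrobial peptide gene Def rose from 0.389 ± 0.34 CPM at 5 days to 114 ± 56.2 CPM (log2 fold change 8.16, SE 1.29, adjusted p = 0.0229). M5B had no count of Def, which allows a level of up to 0.142 CPM. Def was the 1 gene of the 43 immune genes tested in males that passed at 40 days (11 were higher when adjusted over the list alone). TotA was at 817 ± 758 CPM at 40 days against 26.9 CPM at 5 days and did not pass (log2 fold change 4.92, SE 1.16, adjusted p = 0.0619). At 20 days 0 immune genes passed in edgeR (4 higher at an unadjusted p under 0.05, 0 in DESeq2), and at 30 days also 0 (4 higher and 2 lower at an unadjusted p under 0.05, 0 in DESeq2). The median log2 fold changes of the immune genes were 0.52, 0.86 and 1.79. As a set they were higher at 20 days (adjusted p = 0.0239; adjusted p = 0.835 with an estimated correlation), 30 days (adjusted p = 0.00809; adjusted p = 0.782 with an estimated correlation) and 40 days (adjusted p = 1.47e-10; adjusted p = 0.352 with an estimated correlation). Single libraries decided the first 2 of these. At 20 days the set did not pass without M5B (median 0.18, adjusted p = 0.441) or M20B (median 0.14), and at 30 days it did not pass without M5B (adjusted p = 0.943) and was lower without M30C (−0.91, adjusted p = 0.000123).

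Of the 19 heat shock and chaperone genes, 0 passed in males at any older age in edgeR. At an unadjusted p under 0.05, 2 were higher and 2 lower at 20 days, 1 higher and 1 lower at 30 days and 1 higher and 5 lower at 40 days, and DESeq2 called 1 and 1, 0 and 1, and 1 and 3. As a set they did not pass (medians 0.17, 0.13 and 0.09, adjusted p = 0.493, 0.37 and 0.297). Hsp68 had a log2 fold change of 1.02 at 40 days and did not pass (adjusted p = 0.0727).

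The difference between the sexes was tested for each list as female minus male. For the immune genes its median was 0.32 at 20 days (adjusted p = 0.000124; adjusted p = 0.785 with an estimated correlation), 0.80 at 30 days (adjusted p = 3.55e-05; adjusted p = 0.555 with an estimated correlation) and −0.53 at 40 days (adjusted p = 0.811). It was −0.13 at 20 days without F5C (adjusted p = 0.395) and 0.47 at 30 days without M30B (adjusted p = 0.345), and at 40 days it passed without F5C (−0.66, adjusted p = 0.029) and, on the other side, without F5A (0.80). For the heat shock genes it was 0.09, 0.11 and 0.08 (adjusted p = 0.302, 0.374 and 0.076). The call of Def held without M20B and was lost without each other library (adjusted p from 0.0193 to 0.0782), and without the mex1 library M40C no immune gene passed in 40-day-old males (13 higher at an unadjusted p under 0.05).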

In males, this enrichment was only detected in the oldest group.

**Fig 1:**
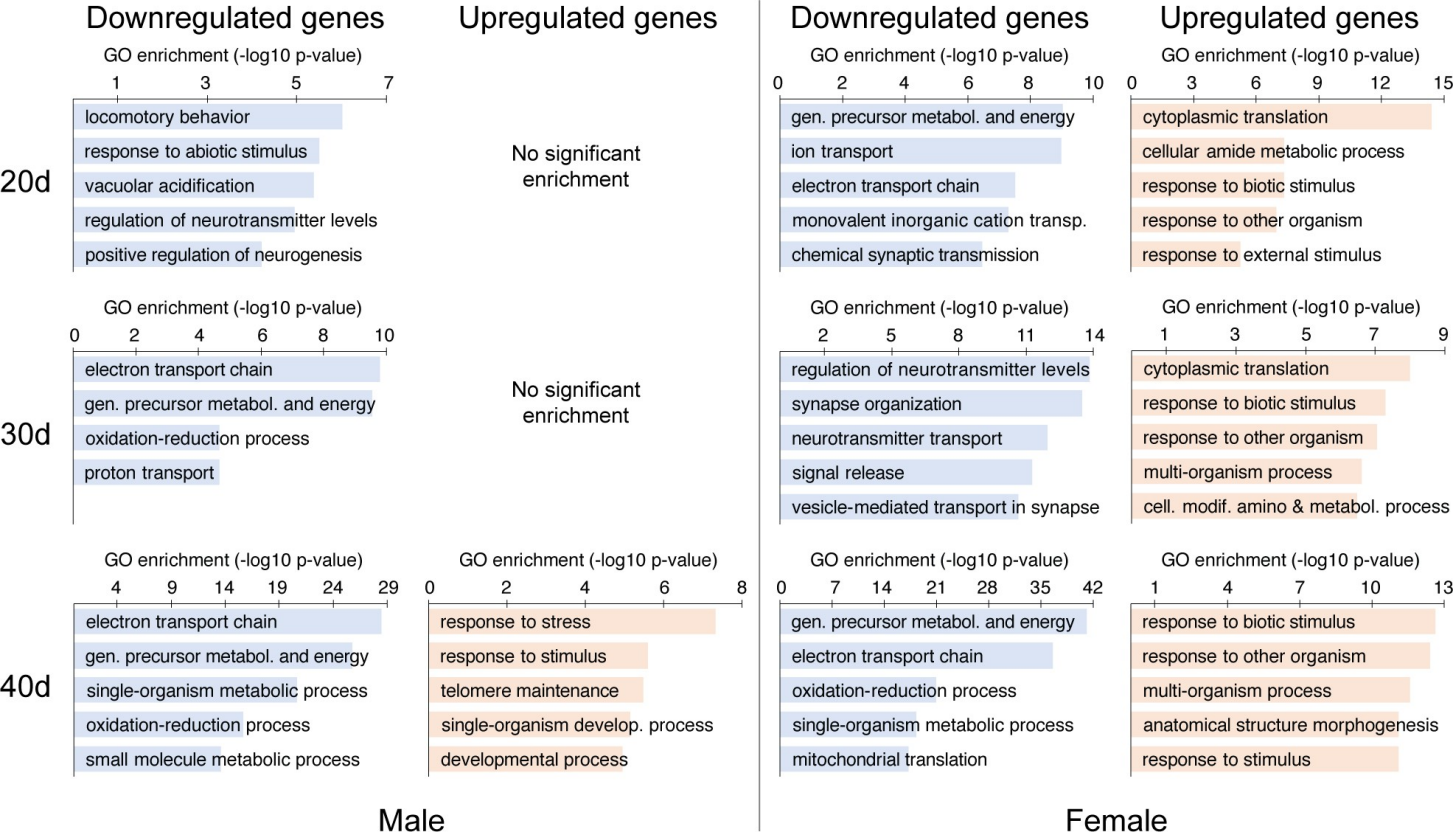
GO term enrichment for the sets of genes differentially expressed in older flies at different ages (20, 30 and 40 days old) in comparison to young flies (5 days old). In each group, the top terms (up to 5, listed by decreasing significance) are shown. The full lists can be found in S2 Table.

### Clustering differentially expressed genes by temporal profiles

In the analyses above, we identified genes that change expression later in life, using the young fly brain as a baseline. However, this does not distinguish genes that change continuously through life versus genes that only change between adjacent age points. For instance, a gene differentially expressed at 40 days of age may have changed continuously with aging or, alternatively, it may have changed in expression during a shorter period of time, remaining stable otherwise. Additionally, genes with a U-shaped temporal profile would not be detected in a pairwise comparison between more distal age points. Since the large number of DE genes makes examination of individual genes impractical, we used the fuzzy c-means (FCM) clustering method to group DE genes according to their temporal profiles. In other words, this method clusters genes whose expression levels across time change in a similar fashion. We used all genes identified as DE in the LRT test. The optimal number of clusters, determined using the minimum distance between cluster centroids approach, was 12 for the male dataset and 15 for the female dataset. Male and female clusters are henceforth abbreviated MC and FC, respectively (Table 2; see also S2 Fig).

**Table 2:** Clusters identified by fuzzy c-means method.

		Core	MEG enrichment			MIG enrichment		
Cluster	Genes	genes	Genes	p-value	q-value	Genes	p-value	q-value
*Male*								
MC1	65	14	0	1	1	0	1	1
MC2	102	36	0	1	1	0	1	1
MC3	82	33	0	1	1	0	1	1
MC4	106	48	0	1	1	0	1	1
MC5	77	25	0	1	1	0	1	1
MC6	70	12	0	1	1	0	1	1
MC7	91	29	0	1	1	2	0.380	1
MC8	117	46	0	1	1	3	0.346	1
MC9	92	24	0	1	1	0	1	1
MC10	97	36	0	1	1	2	0.489	1
MC11	87	41	0	1	1	3	0.283	1
MC12	90	23	0	1	1	2	0.279	1
*Female*								
FC1	234	76	0	1	1	5	0.264	0.659
FC2	234	76	0	1	1	4	0.457	0.685
FC3	223	60	0	1	1	0	1	1
FC4	168	45	0	1	1	3	0.336	0.685
FC5	202	53	0	1	1	3	0.436	0.685
FC6	235	59	1	0.188	1	2	0.756	0.946
FC7	222	55	0	1	1	2	0.721	0.946
FC8	174	40	0	1	1	1	0.845	0.975
FC9	232	48	0	1	1	5	0.066	0.329
FC10	207	47	0	1	1	4	0.164	0.496
FC11	238	82	3	0.003	0.044	14	1.72E-05	1.29E-04
FC12	237	66	0	1	1	0	1	1
FC13	207	64	0	1	1	5	0.165	0.496
FC14	201	33	0	1	1	2	0.447	0.685
FC15	257	98	1	0.292	1	19	6.87E-08	1.03E-06

MC and FC are male and female clusters, respectively. MEG, Memory-Enhancing Gene; MIG, Memory-Impairing Gene. Q-values are FDR-adjusted p-values.

Some clusters provided informative findings based on their temporal profiles and functional enrichment (Fig 2 and S3 Table). 

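RFeSP (2L, 1612429 to 1614160, minus strand), the Rieske iron-sulfur protein of the cytochrome bc1 complex, was at 383 ± 55.2 CPM in 5-day-old females, 266 CPM at 20 days, 262 CPM at 30 days and 158 ± 11.0 CPM at 40 days. It was a core gene (membership 0.651) of the cluster that was matched by its profile to FC1. The cluster came from fuzzy c-means with 15 clusters over the 3271 genes past DESeq2's likelihood ratio test in females. It was, of the clusters highest at 5 days and lowest at 40 days, the one with the smallest step from 20 to 30 days. Its centroid, in standardized rlog units, was at 0.999, 0.189, 0.111 and −1.299 at 5, 20, 30 and 40 days. The steps were −0.81 from 5 to 20 days, −0.078 from 20 to 30 days and −1.41 from 30 to 40 days. The cluster held 237 genes, 75 of them core genes. The cluster picked by the same rule without F30A held 46 core genes.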

One cluster in the female data (FC1) showed an overall decrease in expression with aging (Fig 2B); interestingly, the shifts in expression occurred mostly in the earlier (5 to 20 days) and later periods (30 to 40 days), whereas expression in the middle phase (20 to 30 days) was largely unchanged. This cluster was significantly enriched in GO terms related to metabolic oxidation-reduction processes, mirroring the findings of the enrichment analysis done when comparing downregulated genes in older vs. 5-day-old female flies. 

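Core genes of this cluster included, for complex I, CG6463 (membership 0.786) and CG7712 (0.766), and for cytochrome c oxidase CoVIb (0.789) and levy (0.625). It also held the citric acid cycle enzyme Mdh2 (0.686), the glycolytic enzymes Pglym78 (0.621), Gapdh2 (0.568) and Pgk (0.56), and mRpL40 (0.799) and mRpL9 (0.742) of the mitochondrial ribosome. The mitochondrial superoxide dismutase Sod2 was a core gene as well (0.48). The members named here were picked from the cluster after their values were seen.

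Of the 75 core genes, 19 were electron transport chain genes, where 0.389 would be expected by chance (one-sided hypergeometric test, adjusted p = 8.79e-27). They divided into 11 of complex I and 8 of complexes II to IV and cytochrome c. There were 10 mitochondrial ribosome genes (adjusted p = 4.02e-10), 4 of ATP synthase, 3 of glycolysis (adjusted p = 0.000339) and 2 of the citric acid cycle (adjusted p = 0.0129). Without F30A the cluster picked by the same rule held 3 electron transport chain genes. Its centroid was then at 0.704, 0.311, 0.374 and −1.389 at the 4 ages, so it may be another cluster.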

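Among 12 clusters of the 1074 genes past DESeq2's likelihood ratio test in males, 2 were matched by profile to MC2 and MC10. The first held 27 core genes, 9 of them electron transport chain genes where 0.141 would be expected (one-sided hypergeometric test, adjusted p = 1.97e-13). They included CG3192 (membership 0.735), mtacp1 (0.681) and ND23 (0.465) of complex I and CoVb (0.576), CoVIIc (0.47) and cype (0.446) of cytochrome c oxidase. A further 4 core genes belonged to ATP synthase, among them ATPsyn-Cf6 (0.761). The second held 46 core genes, 10 of them electron transport chain genes where 0.24 would be expected (one-sided hypergeometric test, adjusted p = 7.03e-13). They included CG6463 (0.805), CG3621 (0.606) and RFeSP (0.672), and its other core genes included ATPsyn-b (0.665) and PyK (0.54), the pyruvate kinase. These members were picked from the clusters after their values were seen.

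Without M20A or M20C the cluster picked by the rule for the first held 1 electron transport chain gene (one-sided hypergeometric test, unadjusted p = 0.137 for each). Without M40B it held 2 (unadjusted p = 0.00746, same test). Its centroid at 30 and 40 days was then at −0.346 and −1.187, −0.307 and −1.216, and −0.38 and −1.165. With all libraries the first cluster was at −0.789 and −0.858, and an unmatched cluster at −0.375 and −1.175. The rule may thus have picked another cluster in these fits. Core genes of the first cluster numbered 43 without M5A and 45 without M40C. In the second the electron transport chain genes numbered 5 without M5B, M20A or M40C.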

Two clusters in the male data (MC2 and MC10) showed a similar age-related decline in expression, and a similar enrichment in electron transport chain genes (Fig 2A). However, MC2 showed a delayed pattern where the decline in expression only began at 20 days of age, whereas MC10 showed a decline beginning earlier. Both clusters overlapped significantly with FC1 (p = 1.86 x 10^−7^ for MC2 and p = 8.43 x 10^−18^ for MC10; hypergeometric probability test). These results underscore a reduction in expression of components from the mitochondrial oxidative phosphorylation machinery in older flies of both sexes.

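In males RFeSP, a core gene of the second cluster, was at 435 ± 50.2 CPM at 5 days, 356 CPM at 20 days, 273 CPM at 30 days (n = 2) and 204 ± 43.1 CPM at 40 days. ND23, a core gene of the first, was at 203 ± 22.0, 196, 140.1 (n = 2) and 137 ± 7.48 CPM. The centroid of the first cluster was at 0.779, 0.867, −0.789 and −0.858 at the 4 ages, with steps of 0.088, −1.656 and −0.069. The centroid of the second was at 1.125, 0.335, −0.302 and −1.158, with steps of −0.79, −0.637 and −0.856. The clusters were picked by these shapes, the first for its small step from 5 to 20 days and the second for its fall at every step, so the shapes are no test of them.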

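The FC1-like and MC2-like clusters shared 4 core genes of 75 and 27, where 0.192 would be expected among 10535 genes detectable in both sexes (exact one-sided hypergeometric test, p = 3.67e-05). The FC1-like and MC10-like clusters shared 12 core genes of 75 and 46, where 0.327 would be expected (p = 2.17e-16 from the same exact test). Among all genes assigned to the clusters, 29 and 53 were shared (p = 4.86e-28 and 4.8e-59, exact tests). CG6463 and RFeSP were core genes of both the FC1-like and the MC10-like cluster. With clusters built from the genes past the edgeR test, 0 core genes were shared in either pair, and the male clusters then held 1 core gene each.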

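In 40-day-old females the fall extended to nuclear genes of ATP synthase, central metabolism and the mitochondrial ribosome. Genes of the mitochondrial genome were not analysed here. All 13 ATP synthase genes fell, among them CG4692, a subunit of its membrane part, from 340 ± 61.9 CPM at 5 days to 128 ± 12.4 CPM (log2 fold change −1.41, SE 0.16, adjusted p = 0.00107). ATPsyn-b, another subunit, fell from 290.3 ± 35.4 to 144 ± 3.08 CPM (log2 fold change −1.02, SE 0.11, adjusted p = 0.00107). Pglym78, the phosphoglycerate mutase of glycolysis, fell from 439 ± 35.5 to 217 ± 2.71 CPM (log2 fold change −1.02, SE 0.10, adjusted p = 0.000869). mRpL50 of the mitochondrial ribosome fell from 26.5 ± 2.77 to 11.7 ± 1.55 CPM (log2 fold change −1.17, SE 0.17, adjusted p = 0.00242). These calls held with any single library left out. The malate dehydrogenase Mdh2 of the citric acid cycle fell by 1.15 (SE 0.20, adjusted p = 0.00732), a call lost without F40B or F40C (adjusted p from 0.00192 to 0.0332, with the test over ages then missed).

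In 40-day-old females 28 of 32 complex I genes, 21 of 24 of complexes II to IV and cytochrome c, 9 of 12 of the citric acid cycle, 8 of 12 of glycolysis and 23 of 72 of the mitochondrial ribosome fell, and none rose. Adjusted over the list alone 32, 22, 9, 10 (and 1 higher) and 57 were lower, and 13 for ATP synthase. The median log2 fold changes were −0.84, −1.06, −0.75, −0.80 and −0.64, and −1.04 for ATP synthase. As sets, complex I (adjusted p = 3.54e-32), complexes II to IV (adjusted p = 5.43e-26), ATP synthase (adjusted p = 6.88e-18), the citric acid cycle (adjusted p = 1.57e-07), glycolysis (adjusted p = 3.59e-07) and the mitochondrial ribosome (adjusted p = 6.02e-21) were lower. With an estimated correlation, adjusted p = 0.0434 for complex I and for the mitochondrial ribosome, 0.0595 for complexes II to IV, 0.0744 for ATP synthase, 0.198 for the citric acid cycle and 0.0896 for glycolysis.

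In 40-day-old males 0 genes passed in edgeR in complex I (29 lower at an unadjusted p under 0.05, 20 in DESeq2), ATP synthase (12 lower, 10 in DESeq2), the citric acid cycle (10 lower, 7 in DESeq2), glycolysis (9 lower and 1 higher, 3 and 1 in DESeq2) or the mitochondrial ribosome (26 lower, 5 in DESeq2). Adjusted over the list alone, 29, 12, 10, 9 (and 1 higher) and 8 were lower. Their medians were −0.85 for ATP synthase (adjusted p = 7.06e-12), −0.65 for the citric acid cycle (adjusted p = 5.84e-07), −0.85 for glycolysis (adjusted p = 0.000181) and −0.31 for the mitochondrial ribosome (adjusted p = 1.8e-07). With an estimated correlation, adjusted p = 0.236, 0.352, 0.509 and 0.352.

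In 40-day-old females complex I fell in 18 genes without F40C, ATP synthase in 8 without F5A, F40B or F40C, and the citric acid cycle in 5 without F5A and 2 without F40B or F40C. The mitochondrial ribosome fell in 9 without F5A or F30A, 7 without F5B, 5 without F30B, 6 without F40A, 3 without F40B and 4 without F40C. No gene of these lists passed in edgeR without the mex1 libraries, with 13 of 13 ATP synthase genes, 9 of 12 of the citric acid cycle, 8 of 12 of glycolysis and 44 of 72 of the mitochondrial ribosome lower at an unadjusted p under 0.05.

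In the paper these clusters, their enrichment and their overlap underscore that older flies of both sexes express components of oxidative phosphorylation less. The paper also reports the decline from its pairwise comparisons and from modules FM10 and MM14.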

**Fig 2:**
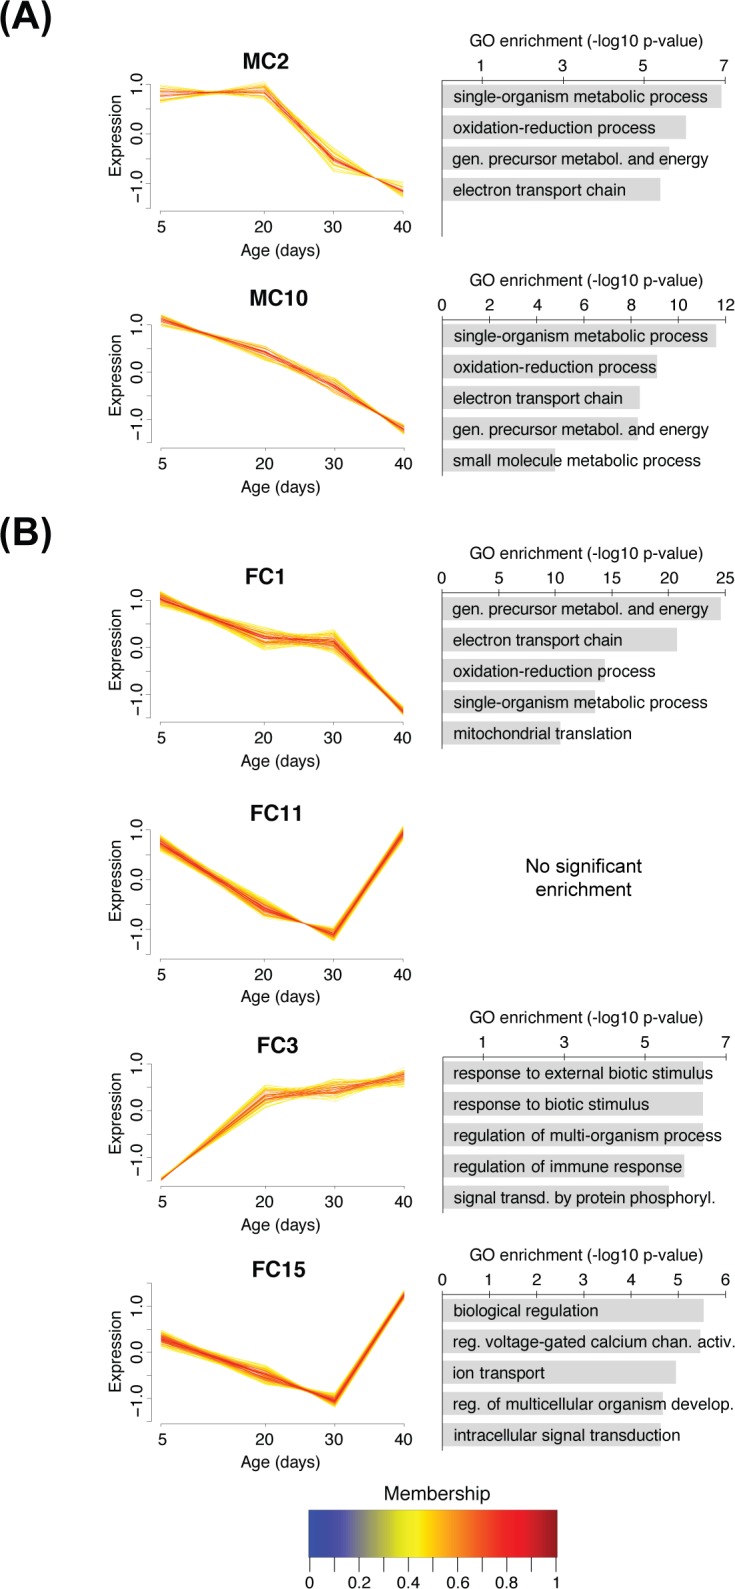
Clustering of DE genes by temporal profiles through the fuzzy c-means method. (A) Temporal profile and GO enrichment of two clusters from the male dataset. (B) Temporal profile and GO enrichment of four clusters from the female dataset. Not all clusters are shown. Individual lines represent expression of single genes averaged across samples, colored according to the cluster membership values shown in the color bar; only core genes (α ≥ 0.4) are plotted (see Material and Methods). For GO enrichment, the top terms (up to 5, listed by decreasing significance) are shown. The full lists can be found in S3 Table.

In order to gain further insight about the functional relevance of the gene clusters with respect to cognition, we tested their enrichment in genes that are known to affect memory performance. These genes were previously identified through an RNAi screen as genes that, when knocked down, either impair or enhance memory performance in the same aversive olfactory learning task described here [36]. Two clusters in the female data, FC11 and FC15, were significantly enriched in memory-impairing hits, while FC11 also showed a weak enrichment in memory-enhancing hits (Table 2). The FC15 cluster was enriched in GO terms related to cell signaling and ion channels. These clusters had an unexpected temporal profile, where expression declined roughly monotonically between 5 and 30 days of age, but then showed a sharp reversal of this decline between 30 and 40 days of age (Fig 2B).

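The cluster matched to FC15 held transmitter receptors and channels among its core genes. The receptors were the dopamine receptor Dop1R1 (membership 0.406), the glutamate-gated chloride channel GluClalpha (0.619), the muscarinic receptor mAChR-A (0.413), the nicotinic subunits nAChRalpha4 (0.467) and nAChRalpha7 (0.403), the NMDA receptor subunit Nmdar2 (0.495) and the GABA receptor Rdl (0.46). The channel genes were the calcium channel subunits Ca-beta (0.546) and stj (0.536), NaCP60E (0.578), the auxiliary subunit Teh1 (0.581) and the potassium channel Shaw (0.806). The candidates were clusters lower at 20 than at 5 days, lower again at 30 days and higher at 40 than at 30 days. Of these it had the largest rise from 5 to 40 days. Another cluster, level from 5 to 20 days (−0.285 at each) and therefore outside that rule, went to −0.806 at 30 days and 1.376 at 40 days.

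Of its 102 core genes, 7 were receptors (one-sided hypergeometric test, adjusted p = 3.37e-06), 5 were channel genes (adjusted p = 0.000518) and 4 were learning and memory genes (adjusted p = 0.0022), Dop1R1 with Nf1, rad and Rgk1. The number of core genes was 58 without F5A, 66 without F5B and 61 without F20B or F40C, and without each of these 4 libraries the centroid at 5 days lay between −0.288 and −0.101.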

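Genes of synapses and neurons were higher at 40 than at 30 days in females. Snap25, a SNARE of vesicle fusion, was at 413, 300, 199.5 ± 39.8 and 435 ± 35.7 CPM at the 4 ages (log2 fold change from 30 to 40 days 1.12, SE 0.17, adjusted p = 0.0169). The presynaptic calcium channel cac was at 202, 217, 187 ± 21.1 and 413 ± 60.4 CPM (log2 fold change 1.14, SE 0.20, adjusted p = 0.0191), and VAChT, the vesicular transporter of acetylcholine, rose by 1.40 (SE 0.26, adjusted p = 0.0198). CaMKII, a kinase of synaptic plasticity, rose by 0.98 (SE 0.14, adjusted p = 0.0169) and orb2, a translation regulator of long-term memory, by 1.44 (SE 0.22, adjusted p = 0.0169). The neuronal RNA-binding protein elav rose by 1.03 (SE 0.20, adjusted p = 0.0218). Fallers from 30 to 40 days included RpL39 of the cytosolic ribosome (log2 fold change −1.48, SE 0.18, adjusted p = 0.0169).

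From 30 to 40 days in females 694 genes changed, 391 up and 303 down, a balance that turned with both sexes in 1 fit (117 up and 350 down). With the trend of counts with transcript length taken out, an alternative chosen after the data were seen, 72 changed (35 up and 37 down), and 22 of 80 genes picked by the naming rule for this step kept their call. The rank correlation of exon length with a library's deviation from the mean lay between −0.186 and −0.135 in the 30-day-old and between 0.155 and 0.252 in the 40-day-old libraries. Less the median of genes of similar exon length, the median rise of 129 neuronal genes was 0.48, against 0.78 before. In the main analysis 0 genes passed from 20 to 30 days in edgeR (1174 at an unadjusted p under 0.05, 95 in DESeq2). Of the lists, 18 of 30 genes of vesicle release rose, 6 of 20 of transmitter synthesis and transport, 14 of 42 receptors, 18 of 40 channels with 1 fall, 11 of 32 learning genes and 7 of 14 neuronal markers. Adjusted over the list alone 27, 12, 33 (and 1 lower), 32 (and 2 lower), 19 (and 1 lower) and 14 were higher. The medians were 0.70, 0.68, 0.78, 0.84, 0.52 and 1.14. The sets were higher (adjusted p = 3.03e-17, 5.99e-07, 1.76e-19, 1.97e-18, 2.71e-10 and 3.37e-14), with adjusted p = 0.165 for transmitter synthesis and 0.143 for the others with an estimated correlation. Of 85 cytosolic ribosome genes 44 fell (78 were lower when adjusted over the list alone), with a median of −0.75 (adjusted p = 1.14e-33; adjusted p = 0.143 with an estimated correlation).

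From 5 to 30 days 4 of these lists were lower in females as follows: 23 of 30 vesicle release genes, 8 of 20 of transmitter synthesis and transport, 13 of 42 receptors (1 rose) and 9 of 40 channels fell (26, 10, 31 and 19 were lower when adjusted over the list alone). Their medians were −0.84 (adjusted p = 1.97e-19), −0.78 (adjusted p = 2.16e-08), −0.67 (adjusted p = 4.84e-13) and −0.53 (adjusted p = 4.96e-09). With an estimated correlation, adjusted p = 0.372 for vesicle release and receptors, 0.428 for channels and 0.372 for transmitter synthesis. The other lists were lower as sets with fewer calls. Learning genes had 5 falls and 2 rises among 32 (12 lower and 3 higher when adjusted over the list alone, median −0.38, adjusted p = 0.000799; adjusted p = 0.431 with an estimated correlation), and 2 of 14 neuronal markers fell (6 lower when adjusted over the list alone, median −0.75, adjusted p = 5.23e-05; adjusted p = 0.431 with an estimated correlation). The 5 falls were 3 without F5B, 2 without F40A, 1 without F30A, F40B or F40C and 0 without F30B, and the 2 rises were 0 without F30B and 1 without F5A, F5B, F5C, F20B, F20C, F30A, F40A, F40B or F40C. The 2 neuronal markers were 0 without F30A, F30B, F40B or F40C and 1 without F40A. The centroid of the FC15-like cluster had steps of −0.765, −0.528 and 2.223 between the 4 ages. The FC11-like cluster (82 core genes, among them Syn, SerT, GABA-B-R1 and Mid1) was at 0.705, −0.56, −1.059 and 0.915, with steps of −1.265, −0.499 and 1.974.

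The count of 694 was 0 without F30A, F30B, F40B or F40C, 235 without F40A, 445 without F20C and 1378 without F5C, and every count of a list was 0 without any of the first 4 libraries. The genes named here lost their call without each of those 4 libraries, elav also without F40A (adjusted p up to 0.087). Without F40A the lists had 8 vesicle release genes, 3 of transmitter synthesis, 5 receptors, 6 channels, 4 learning genes, 1 neuronal marker and 11 cytosolic ribosome genes. Without F20C they had 7 receptors, 11 channels, 5 learning genes and 3 neuronal markers, without F30C 9 receptors and 7 learning genes, without F20A 7 learning genes, and without F5C 12 of transmitter synthesis, 25 receptors, 12 neuronal markers and 73 cytosolic ribosome genes. Without the mex1 libraries, which leaves F30C against F40B and F40C, 0 genes passed, and 119 of the 131 neuronal genes were higher at 40 than at 30 days, with a median of 0.68. At 30 days against 5 days vesicle release had 9 falls without F30A, 3 without F30B, 14 without F40A, 10 without F40B and 12 without F40C, and receptors had 7 without F5C, 8 without F20C, 3 without F30A, 1 without F30B, 4 without F40B and 6 without F40C. Channels had 1 without F5C or F40B, 6 without F20B, 4 without F20C, 0 without F30A or F30B, 5 without F40A and 2 without F40C, and transmitter synthesis had 5 without F5A, F20B or F30C, 4 without F5C, F20C or F40C, 2 without F30A or F40B and 1 without F30B.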

### Gene co-expression network analysis

The previous clustering analysis was restricted to DE genes and grouped genes with similar temporal expression profiles. In order to obtain a snapshot of the entire aging brain transcriptome and its changes, we used the weighted gene co-expression network analysis to group genes with correlated expression patterns, irrespective of DE status. In other words, this method groups genes whose expression levels across samples behaves in concerted fashion (e.g. when gene A is elevated in a sample, so is gene B; changes in opposite directions are also possible, as long as they are consistent across samples). We built separate co-expression networks for the male and female datasets, using the same parameters (see Material and Methods). Genes in the male dataset were assigned to a total of 19 modules; genes in the female dataset were assigned to a total of 23 modules. 

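Modules were built here from the absolute biweight midcorrelation of log2 CPM to the power 7, topological overlap and average linkage, with a minimum of 40 genes. This gave 9 modules of 60 to 1027 genes in females and 14 modules of 43 to 1556 genes in males. Among the female modules, 1 held 55 of the 85 cytosolic ribosome genes and another 16 of the 26 retina markers. Among the male modules, 1 held 10 of the 22 muscle markers. The number of female modules was 16 without F20A or F30B and 15 without F40B, and that of male modules was 8 without M20C.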

We tested whether the overall expression of each module, summarized by its eigengene, varied significantly with respect to age. We found a large number of modules (5 in males and 13 in females) whose eigengenes were statistically associated with age (Table 3) through this ANOVA test.

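The eigengenes of 6 of the 9 female modules and 1 of the 14 male modules varied with age at an adjusted p under 0.05 (exact permutation test of the F ratio over all assignments of the libraries to ages, one-sided). One of the 6 held 9 of the 43 immune genes (one-sided hypergeometric test, adjusted p = 0.0125) and 9 of the 48 antioxidant genes (adjusted p = 0.0146) among its 571 genes. Its eigengene went from −0.414 at 5 days to −0.022, 0.206 and 0.23 at 20, 30 and 40 days (exact permutation test, adjusted p = 0.0113). The module of cytosolic ribosome genes did not pass (exact permutation test, p = 0.054, adjusted p = 0.0694), nor did that of retina markers (adjusted p = 0.658 from the same permutation test). The male count was 0 without M5B, M30B, M30C or M40C, 2 without M5C, M20B or M40B and 3 without M20C, and the female count was 4 without F20B or F20C.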

**Table 3:** Modules identified by gene co-expression network analyses.

		Age		MEG enrich.			MIG enrich.		
Mod.	Gns.	p-value	q-value	Gns.	p-val.	q-val.	Gns.	p-value	q-value
*Male*									
MM1	157	0.586	0.619	1	0.423	1	7	0.571	0.996
MM2	48	0.180	0.298	1	0.154	0.980	0	1	1
MM3	52	0.233	0.316	0	1	1	1	0.910	0.996
MM4	41	0.195	0.298	0	1	1	3	0.283	0.996
MM5	41	0.203	0.298	0	1	1	3	0.283	0.996
MM6	363	0.035	0.094	1	0.723	1	11	0.943	0.996
MM7	283	0.003	0.035	1	0.631	1	11	0.740	0.996
MM8	220	0.007	0.035	1	0.539	1	15	0.074	0.705
MM9	68	0.011	0.043	0	1	1	2	0.820	0.996
MM10	217	0.026	0.082	0	1	1	14	0.115	0.731
MM11	1957	0.306	0.359	12	0.029	0.551	152	8.25E-13	1.57E-11
MM12	183	0.322	0.359	0	1	1	6	0.842	0.996
MM13	243	0.004	0.035	2	0.206	0.980	12	0.420	0.996
MM14	453	0.007	0.035	1	0.800	1	17	0.821	0.996
MM15	62	0.266	0.337	1	0.195	0.980	3	0.537	0.996
MM16	576	0.199	0.298	2	0.602	1	22	0.826	0.996
MM17	44	0.204	0.298	0	1	1	3	0.321	0.996
MM18	53	0.973	0.973	0	1	1	3	0.432	0.996
MM19	55	0.058	0.138	0	1	1	1	0.922	0.996
*Female*									
FM1	46	0.066	0.089	0	1	1	2	0.626	0.959
FM2	129	1.32E-05	1.52E-04	0	1	1	13	0.006	0.067
FM3	54	0.019	0.036	1	0.173	1	3	0.448	0.959
FM4	56	0.009	0.027	0	1	1	4	0.250	0.822
FM5	366	0.001	0.006	3	0.136	1	27	0.009	0.070
FM6	94	0.764	0.764	1	0.282	1	4	0.625	0.959
FM7	615	0.012	0.030	2	0.644	1	19	0.976	1.000
FM8	49	0.026	0.046	0	1	1	1	0.898	1.000
FM9	48	0.009	0.027	0	1	1	2	0.649	0.959
FM10	583	8.13E-07	1.87E-05	0	1	1	23	0.792	0.959
FM11	146	0.064	0.089	1	0.403	1	9	0.221	0.822
FM12	41	0.216	0.248	0	1	1	2	0.563	0.959
FM13	1242	0.013	0.031	11	0.003	0.063	129	1.48E-20	3.40E-19
FM14	101	0.005	0.022	1	0.300	1	8	0.089	0.510
FM15	178	0.001	0.005	0	1	1	7	0.706	0.959
FM16	41	0.043	0.066	0	1	1	3	0.286	0.822
FM17	48	0.038	0.063	0	1	1	2	0.649	0.959
FM18	55	0.017	0.036	0	1	1	1	0.923	1.000
FM19	343	0.006	0.022	1	0.706	1	13	0.790	0.959
FM20	48	0.211	0.248	0	1	1	4	0.173	0.797
FM21	75	0.238	0.260	0	1	1	4	0.447	0.959
FM22	62	0.407	0.426	0	1	1	2	0.780	0.959
FM23	488	0.203	0.248	1	0.827	1	8	1.000	1.000

MM and FM are male and female modules, respectively. Mod., Module; Gns., Genes; enrich., enrichment; MEG, Memory-Enhancing Gene; MIG, Memory-Impairing Gene. Q-values are FDR-adjusted p-values.

Gene ontology enrichment of the modules revealed a variety of functional associations for some of the modules (Fig 3 and S4 Table). In the female data, the module with the strongest effect of age on eigengene variation was FM10 (Table 3 and Fig 3A); its eigengene declined continuously with age, and it was significantly enriched in GO terms related to the electron transport chain, echoing similar findings from the earlier differential expression and temporal clustering analyses. In this module, a large number of genes were anti-correlated to the eigengene, meaning that their expression changes in the opposite direction of the expression of the module as a whole (S5 Table). 

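The female module with the most electron transport chain genes, called FM10-like here, had its eigengene at 0.334 ± 0.061, 0.134 ± 0.058, −0.033 ± 0.101 and −0.436 ± 0.036 (SD, n = 3 at each age) at 5, 20, 30 and 40 days. Its F ratio of 69.7 was the highest of the 9 modules (exact permutation test, p = 0.00013, adjusted p = 0.00117). It held 561 genes, among them 44 of the 56 electron transport chain genes, by which it was chosen, so that their number is no test. They were 24 of the 32 complex I genes and 20 of the 24 genes of complexes II to IV and cytochrome c. It also held all 13 ATP synthase genes, 29 of 72 mitochondrial ribosome genes and 6 of 12 glycolysis genes. Genes with high correlation to its eigengene, picked after these values were seen, were Pglym78 (0.983), CG4692 (0.981), ND23 (0.974), CG3192 (0.97), RFeSP (0.957), levy (0.956) and SdhB (0.935). The electron transport chain genes numbered 6 without F30C, 28 without F40A, 26 without F40B and 29 without F40C.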

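In the FM10-like module 396 genes were positively and 165 negatively correlated with the eigengene. Small nucleolar RNAs stood on the negative side, 14 of the 16 in the module.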

In any event, the majority of electron transport chain genes within this module were positively correlated with the eigengene, indicating that their expression does decline with age. 

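All 44 electron transport chain genes of the FM10-like module were positively correlated with its eigengene, and none negatively.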

While the number of modules associated with age (and the overall statistical significance of such associations) was smaller in the male dataset, one of its modules (MM14; S3 Fig) showed a similar decline in expression with age and enrichment in electron transport chain genes. 

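The male module with the most electron transport chain genes, called MM14-like here, held 562 genes, 364 positively and 198 negatively correlated with its eigengene. Its 38 electron transport chain genes of 57 were all on the positive side, and as the module was chosen by them their number is no test. It also held 10 of 13 ATP synthase genes, 8 of 12 genes of the citric acid cycle and 8 of 12 of glycolysis. CoIV (0.988), a subunit of cytochrome c oxidase, RFeSP (0.982) and ATPsyn-b (0.975) were closely correlated with the eigengene, and were picked after these values were seen. The eigengene was at 0.344, 0.093, −0.067 and −0.392 at the 4 ages (F = 13.5, exact permutation test, p = 0.0013, adjusted p = 0.0182). The adjusted p was 0.0787 without M5A, 0.462 without M5B, 0.11 without M5C, 0.134 without M30B, 0.115 without M30C, 0.106 without M40A, 0.12 without M40B and 0.108 without M40C, and from 0.00675 to 0.0297 without the other 3 libraries (exact permutation tests). Without M5B the module held 13 electron transport chain genes.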

FM10 and MM14 showed significant overlap (p = 4.07 x 10^−68^, hypergeometric probability test).

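The FM10-like and MM14-like modules shared 163 genes of 558 and 556, where 30.1 would be expected among the 10313 genes tested in both sexes (exact one-sided hypergeometric test, p = 2.58e-80). Each module was chosen for its electron transport chain genes, so the overlap is not independent of that choice. Among them were 31 electron transport chain genes, of 44 in the female and 38 in the male module.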

**Fig 3:**
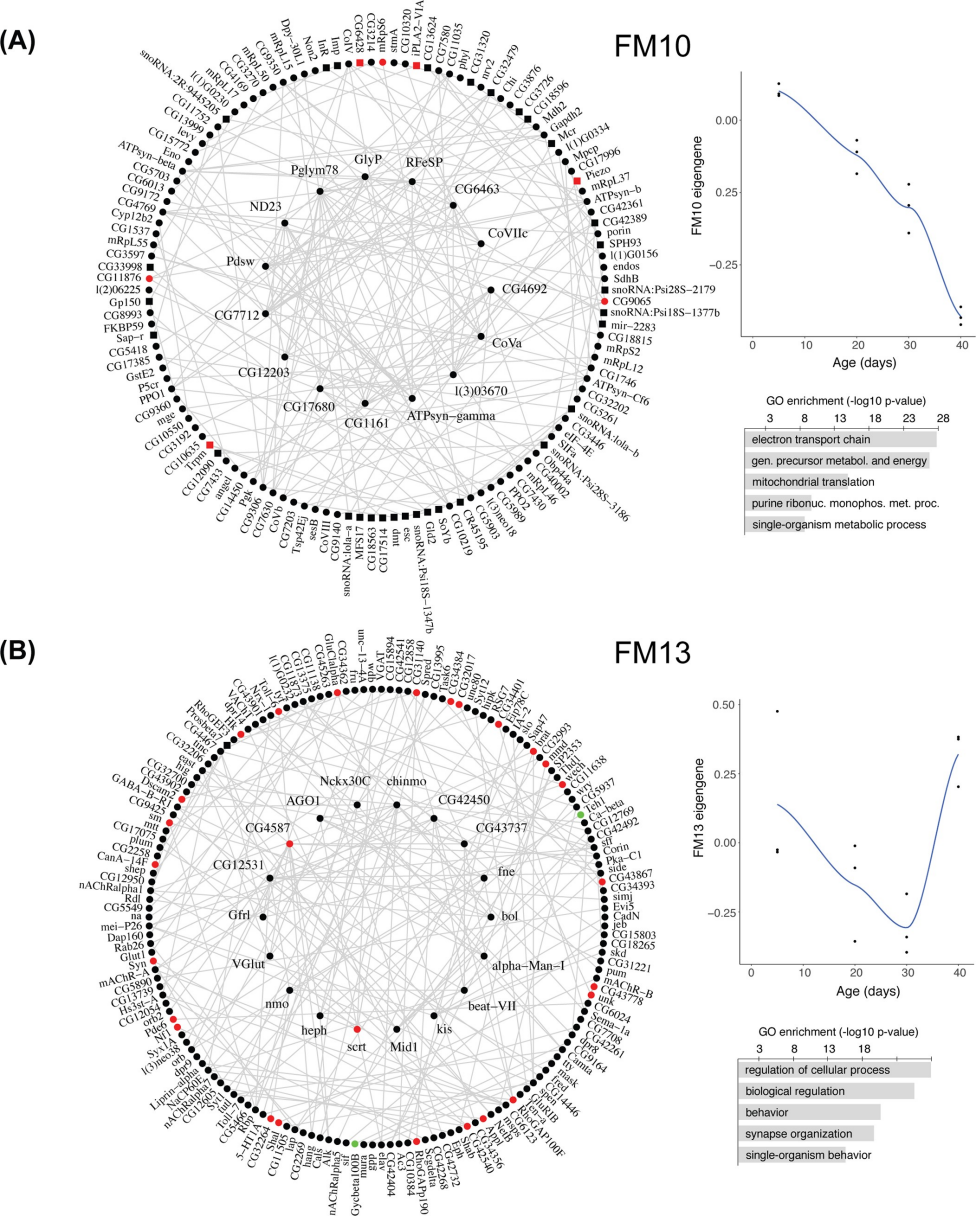
Two of the 23 modules identified in the female dataset by co-expression network analysis. In each panel, the module is plotted on the left (top 200 connections; hub genes are in the center circle); on the right, a LOESS-fitted curve of eigengene values at different ages and the top GO terms are shown (up to 5, listed by decreasing significance; the full lists can be found in S4 Table). (A) FM10, which showed the highest association with age by its eigengene measure. (B) FM13, which had a highly significant enrichment in memory-altering hits from a previous RNAi screen. Genes found through RNAi knockdown to impair memory are colored red; those whose RNAi knockdown enhances memory are colored green. Circles indicate genes positively correlated with the module eigengene; squares are genes negatively correlated with the eigengene. See Table 3 for age-eigengene association and enrichment results for all modules.

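The hub genes that the paper names in FM13 are kis, a chromatin remodeller, scrt, a zinc finger protein of neurons, CG4587, a subunit of calcium channels, and Mid1, a subunit of the NALCN sodium leak channel. CG4587 (2L, 15644183 to 15718272, minus strand) was at 209 ± 115 CPM in 5-day-old females, 158 ± 29.3 at 20 days, 117 ± 18.9 at 30 days and 367 ± 53.0 at 40 days. scrt (3L, 3983896 to 3994003, plus strand) was at 278 ± 130, 258 ± 61.7, 169 ± 38.2 and 468 ± 21.4 CPM. kis (2L, 210735 to 250823, minus strand) was at 759 ± 232, 700.2 ± 119, 626 ± 30.8 and 1122 ± 73.5 CPM, and Mid1 (2R, 24695378 to 24736657, minus strand) at 212 ± 96.7, 123 ± 25.4, 95 ± 18.0 and 199 ± 26.6 CPM. From 30 to 40 days CG4587 rose by 1.65 (SE 0.32, adjusted p = 0.0221), scrt by 1.47 (SE 0.30, adjusted p = 0.0249), kis by 0.84 (SE 0.20, adjusted p = 0.0329) and Mid1 by 1.07 (SE 0.29, adjusted p = 0.0454). From 5 to 30 days Mid1 fell by 1.16 (SE 0.29, adjusted p = 0.0355), while kis (−0.28), scrt (−0.72) and CG4587 (−0.84) did not pass.

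**Figure D2:**
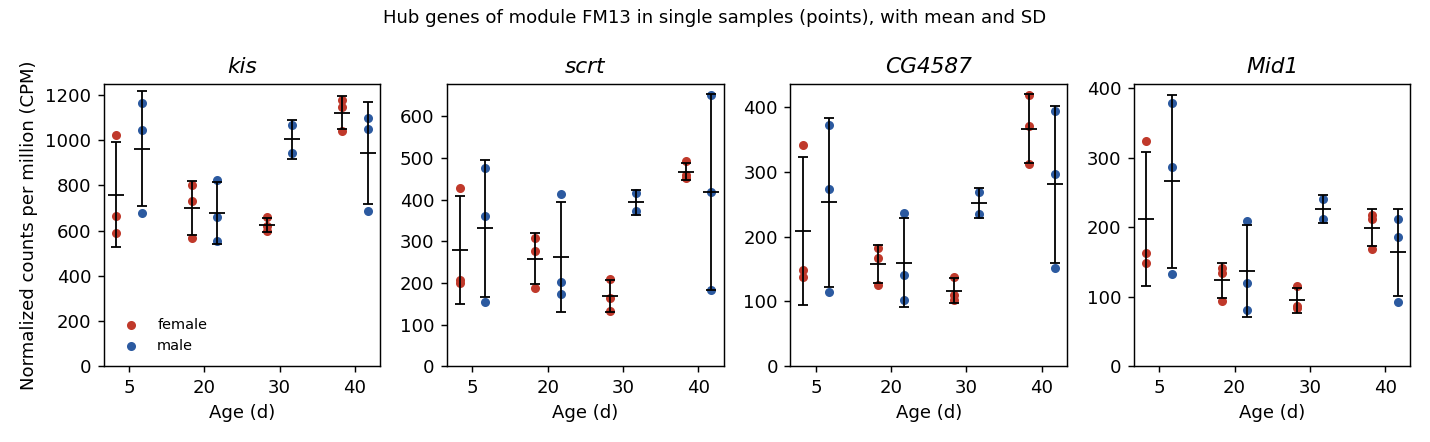
Level of kis, scrt, CG4587 and Mid1 (TMM-scaled CPM) in each library by age and sex, with the mean and SD of each group. In females the mean at 40 days is 367 CPM for CG4587 and 468 CPM for scrt, against 117 and 169 CPM at 30 days.

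The study chose these 4 genes on the same samples, so their count (4 of 4 rose from 30 to 40 days, 4 higher when adjusted over the list alone) is not independent evidence. As a set they had a median of 1.27 (adjusted p = 5.43e-06; adjusted p = 0.143 with an estimated correlation). The difference between females and males of the change from 5 days had a median of −0.86 at 30 days (adjusted p = 0.0317; adjusted p = 0.555 with an estimated correlation) and 0.61 at 40 days (adjusted p = 0.0352; adjusted p = 0.579 with an estimated correlation). The first did not pass without F5C, F30A, M5C or M30B (adjusted p = 0.0601 to 0.222), nor the second without F5A, F5B, F40B, F40C, M5A, M5B or M40A (adjusted p = 0.063 to 0.362). All 4 rises were lost without F30A, F30B, F40A, F40B or F40C (adjusted p up to 0.159), those of scrt, kis and Mid1 also without F20C, and those of kis and Mid1 also without F20A, F20B and F30C, and that of kis without F5B. The fall of Mid1 at 30 days held without F5A or F5B and was lost without each other library (adjusted p up to 0.156). The median was 1.02 and 0 of the 4 passed in edgeR without the mex1 libraries (2 higher at an unadjusted p under 0.05).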

Another interesting module in the female data was FM13 (Fig 3B). This module, which was also associated with age (Table 3), showed a similar temporal expression pattern as cluster FC15 from the previous analysis (i.e. continuous decline from 5 to 30 days of age, then a steep increase between 30 and 40 days that brings expression back to similar values as in 5-day-old flies; see Fig 2B). 

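The female module that held the 4 hub genes named in the text, called FM13-like here, had its eigengene at 0.154 ± 0.279, −0.143 ± 0.197, −0.316 ± 0.135 and 0.304 ± 0.099 (SD, n = 3 at each age) at 5, 20, 30 and 40 days (F = 6.53, exact permutation test, p = 0.0199, adjusted p = 0.0298). At 5 days the eigengene was at 0.477 in F5C, against −0.016 in F5A and 0.003 in F5B, so the high mean at that age rests on F5C. The correlations of Mid1, CG4587, scrt and kis with the eigengene were 0.978, 0.942, 0.924 and 0.898. The highest correlations, picked after they were seen, belonged to side (0.995), Nckx30C (0.994), a sodium-calcium exchanger, GABA-B-R1 (0.993), a GABA receptor, and mAChR-A (0.992). The module held 1027 genes, 871 of them positively correlated with the eigengene. In males the same 4 genes lay in a module of 1556 genes whose eigengene did not vary with age (exact permutation test, p = 0.34, adjusted p = 0.42). The adjusted p of the female module was 0.0602 without F20B, 0.0754 without F20C, 0.0814 without F30A, 0.0803 without F30B, 0.0746 without F30C, 0.107 without F40B and 0.0872 without F40C, and from 0.0122 to 0.0492 without each other library (exact permutation tests).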

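The FM13-like module held 31 of the 42 neurotransmitter receptor genes (one-sided hypergeometric test, adjusted p = 1.46e-21), 25 of the 40 channel genes (adjusted p = 6.19e-15) and 20 of the 30 genes of synaptic vesicle release (adjusted p = 6.19e-13). It also held 18 of 32 learning and memory genes (adjusted p = 4.32e-10), 12 of 14 neuronal markers (adjusted p = 4.07e-10) and 11 of 20 genes of transmitter synthesis and transport (adjusted p = 2.71e-06). All of these were positively correlated with the eigengene. The proteasome, which degrades proteins, had 13 of 32 genes in the module, all negatively correlated (adjusted p = 1.75e-05). The learning and memory genes were listed from general knowledge, and the hits of the RNAi screen were not analysed here.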

Similar to FC15, FM13 also showed a strong enrichment in memory-impairing hits from our published RNAi screen and in GO terms describing neuronal-specific or neuronal-related processes (e.g. “synapse organization” and “cognition”; Fig 3B and S4 Table). 

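Of the 102 core genes of the FC15-like cluster, 98 were in the FM13-like module, where 9.97 would be expected among 10505 genes (exact one-sided hypergeometric test, p = 4.22e-95). Of all 252 genes assigned to the cluster, 222 were in the module (p = 2.55e-197, exact test). The receptor gene mAChR-A was in both. Both were built from the same 12 female libraries and are not independent.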

The temporal cluster FC15 and the co-expression module FM13 showed very significant overlap (p ≈ 0, hypergeometric probability test).

### Survival study

We performed a survival analysis to determine the median life expectancy of the fly strain studied here, and to relate survival to the RNA-Seq data (Fig 4). Under our rearing conditions, female flies did not survive as long as male flies. The median survival age (where fifty percent of the flies are still living) was only 28 days for females, whereas for males it was 40 days. However, the maximum survival ages were closer, with females at 62 days of age and males at 69 days of age. Of the four ages tested in our transcriptome and behavior experiments (described below), the oldest group shows the largest sex difference in survival: 50.1% of male flies survived to 40 days of age, whereas only 24.1% of female flies were still living at that age.

**Fig 4:**
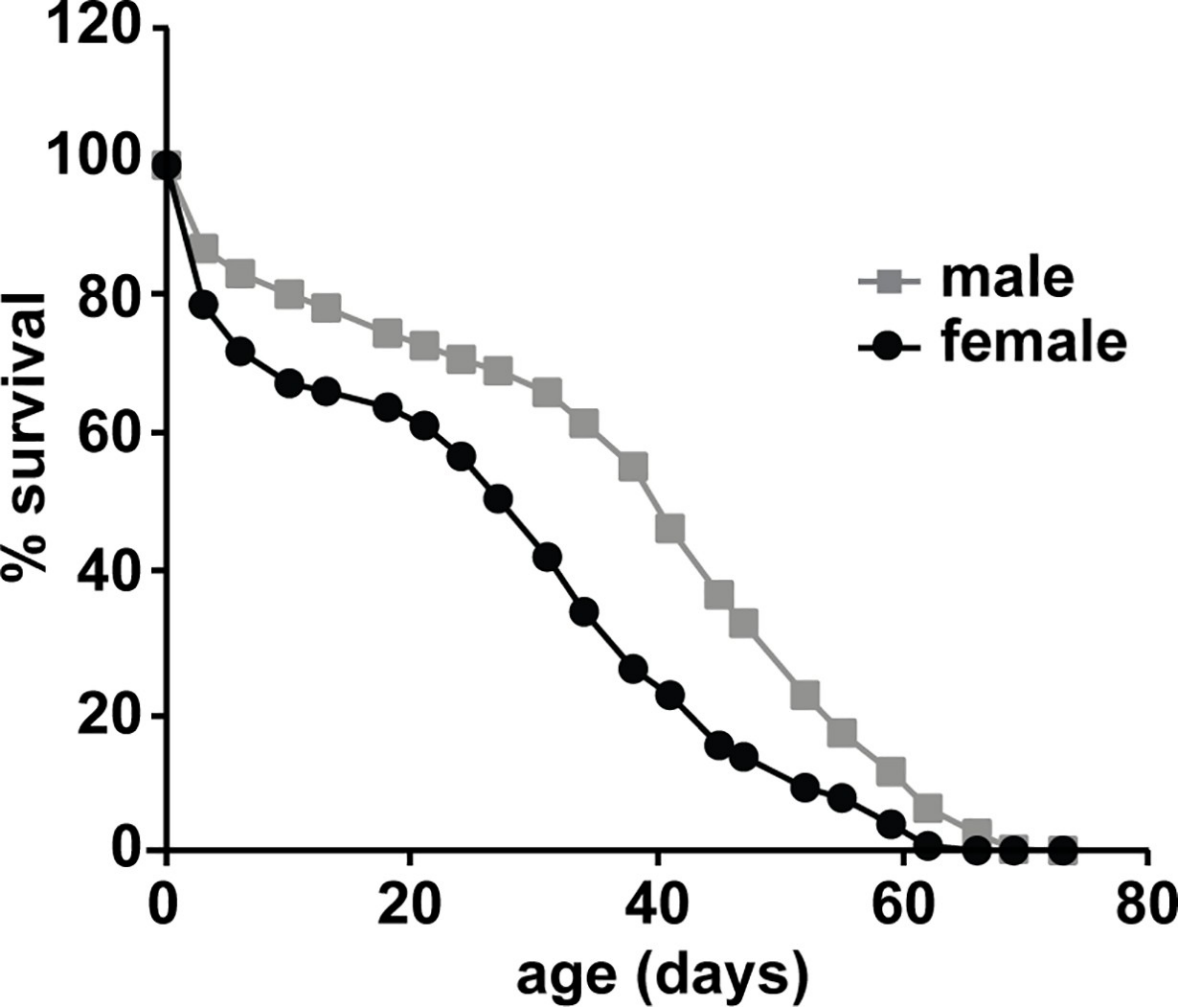
Survival curve for aging flies. 600 CS male and 600 CS female flies were used to generate this graph. The male and female median survival age was 40 and 28 days while the male and female maximum survival age was 69 and 62 days respectively.

### Age-related changes in short and intermediate-term memory performance

Increasing memory impairment is a hallmark of the cognitive decline that occurs as part of normal brain aging. In order to relate age-dependent changes in memory performance with transcriptome changes that occur in the brains of the same strain of flies profiled in this study, we compared the Performance Index between young flies and older flies using an olfactory aversive conditioning paradigm (Fig 5). Flies were exposed to two different odors during training, one of which is paired with a series of electric shocks; memory performance was quantified via avoidance of the shock-paired odor in a subsequent two-choice task where each odor was presented at opposite arms of a T-maze. Female flies at 20, 30, and 40 days of age showed a reduced 3-minute Performance Index compared to 5-day-old flies. Male flies showed a similar decline at this time point in the two oldest groups, showing that both sexes have reduced performance with aging. Only 30- and 40-day-old female and 30-day-old male flies showed a significant impairment at 1 hour after conditioning when compared to their respective 5-day-old controls. No significant differences were found in the 3-hour test.

**Fig 5:**
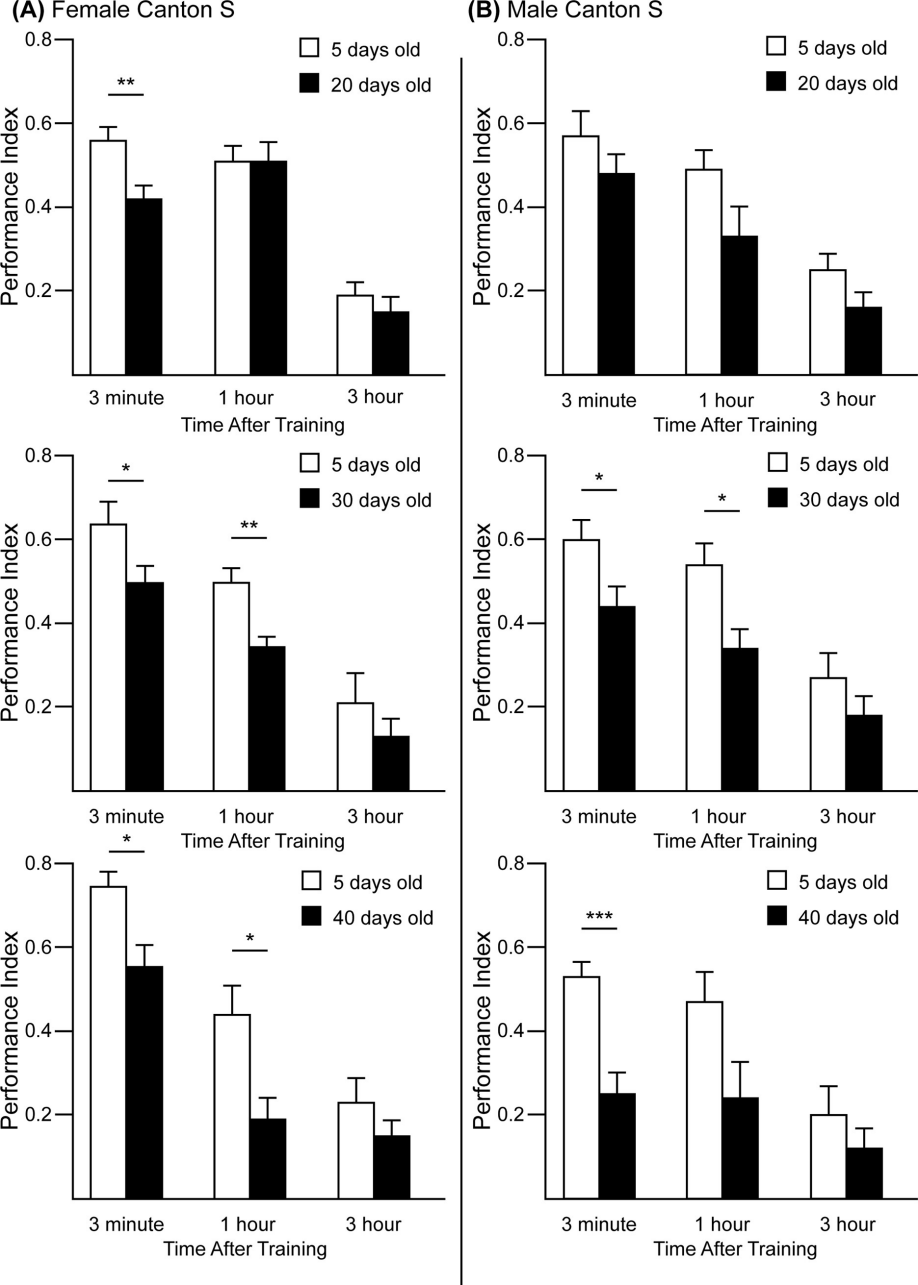
Performance indices measured at multiple times after conditioning CS flies at 20, 30, and 40 days of age compared to control 5-day-old flies. (A) Female CS flies. The Performance Index, tested at 3 min after conditioning, was significantly decreased in 20-, 30- and 40-day-old flies. The Performance Index at 1 hour was significantly decreased in 30- and 40-day-old flies but not at 3 hours, consistent with results of [12]. This is likely due to the reduced sensitivity to extract real differences at low performance values. (B) Male CS flies. The Performance Index was significantly reduced in 30- and 40-day-old flies. The Performance Index at 1 hour was significantly reduced in 30-day-old flies but not at 3 hours.

## Discussion

Here we provide whole-brain transcriptome data of the fruit fly *D*. *melanogaster* across several ages and in both sexes. The results from our functional analyses reveal a broad decrease in expression of electron transport chain genes, as well as some increases in expression of immune and stress genes, all of which have been reported in aging studies using brains from other model organisms and humans. We also identify overlapping sets of neuronal function genes that decline in expression between younger and middle-aged flies, but then increase abruptly in expression in the oldest group. Finally, we report age-related deficits in memory test performance, some of which parallel a few of the changes we observed in the transcriptome analyses.

### Downregulation of electron transport chain genes

One of the recurring findings in our study was an age-related decrease in expression of genes from the mitochondrial electron transport chain. Similar findings have been reported in aging transcriptome studies of humans and various other model organisms using brain and other tissues [4]. Mitochondrial function has been deeply linked to the aging process, although cause-effect relationships remain unclear [38, 39]. In certain neurodegenerative disorders—such as Alzheimer’s and Parkinson’s disease—mitochondrial dysfunction is thought to play a role in the early pathophysiology that leads to neuronal death [40]. Somewhat paradoxically, mild reduction in mitochondrial respiratory function, such as through RNAi-mediated knockdown of electron transport chain and other mitochondrial genes, leads to increased lifespans in worms and flies [41, 42], although more severe impairments have the opposite effect in worms and mice [43, 44]. One hypothesis postulates that a retrograde response from the mitochondria to the nucleus, induced by this dysfunction in the electron transport chain, activates the transcription of genes important for stress resistance [45]. In this case, the decrease in expression of electron transport chain genes that occurs with aging might be part of a compensatory mechanism that promotes cell health. 

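Genes of the antioxidant defence moved in both directions in older females. cnc, the transcription factor that turns on genes against oxidative stress, rose at 40 days (log2 fold change 0.66, SE 0.11, adjusted p = 0.00576). Sod, the cytosolic superoxide dismutase, fell from 361 ± 11.4 to 199.8 ± 6.72 CPM (log2 fold change −0.85, SE 0.09, adjusted p = 0.00107). Sod2, its mitochondrial counterpart, fell from 116 ± 27.0 to 51.2 ± 10.7 CPM (log2 fold change −1.18, SE 0.18, adjusted p = 0.00412). GstE8, a glutathione S-transferase, rose at 30 days from 5.09 ± 2.59 to 22.0 ± 10.4 CPM (log2 fold change 2.11, SE 0.39, adjusted p = 0.0145). In males cnc had a log2 fold change of 0.50 (adjusted p = 0.0979), Sod of −0.88 (adjusted p = 0.0632) and Sod2 of −0.82 (adjusted p = 0.0693) at 40 days.

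Of the 48 genes of glutathione and antioxidant defence tested in females, cnc rose at 20 days, 3 rose and 1 fell at 30 days, and 3 rose and 6 fell at 40 days. Adjusted over the list alone, 1 was higher, 11 were higher and 2 lower, and 8 were higher and 9 lower. As a set they were higher at 20 days (median 0.32, adjusted p = 0.00175; adjusted p = 0.429 with an estimated correlation) and 30 days (median 0.39, adjusted p = 0.000152; adjusted p = 0.372 with an estimated correlation) and not at 40 days (median 0.12, adjusted p = 0.683). Of the 50 tested in males, 0 passed in edgeR at 20 days (5 higher and 1 lower at an unadjusted p under 0.05, 0 in DESeq2), 0 at 30 days (3 lower, 0 in DESeq2) and 0 at 40 days (8 higher and 4 lower, 3 and 4 in DESeq2). The male set was higher at 20 days (median 0.25, adjusted p = 0.00588; adjusted p = 0.835 with an estimated correlation; not without M5B, adjusted p = 0.106, or M20A, adjusted p = 0.174) and did not pass at 30 days (median −0.17, adjusted p = 0.052) or 40 days (median 0.03, adjusted p = 0.722). The difference female minus male had a median of 0.03 at 20 days (adjusted p = 0.71), 0.70 at 30 days (adjusted p = 8.28e-09; adjusted p = 0.41 with an estimated correlation) and −0.03 at 40 days (adjusted p = 0.642).

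The count of 1 at 20 days was 2 without F5C or F30C and 0 without each other library. The rises at 30 days were 0 without F30B, 1 without F30A, F40B or F40C and 6 without F30C, and the fall was lost without F5A, F5B, F5C, F20C, F30A, F30B, F40B or F40C. At 40 days the rises were 1 without F5C, F20C, F30A, F30B, F40B or F40C and 5 without F30C, and the falls were 3 without F5B and 1 without F40B or F40C. The call of Sod2 was lost without F40B or F40C (adjusted p from 0.00109 to 0.0226, with the test over ages then missed), and that of GstE8 without F5A, F30A, F30B, F40A, F40B or F40C (adjusted p from 0.006 to 0.0597). The rise of cnc at 40 days was lost with the trend of counts with transcript length taken out (adjusted p = 0.14), an alternative chosen after the data were seen. No antioxidant gene passed in edgeR without the mex1 libraries in either sex.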

In support of this hypothesis, we found an in increase in stress response genes that followed the decrease in expression of mitochondrial genes: in female flies, the GO term “electron transport chain” was enriched among downregulated genes in 20-day-old flies, and the term “response to stress” was enriched among upregulated genes in 30-day-old flies; in male flies, interestingly, the same upregulation of stress response genes only appeared in 40-day-old flies, after the downregulation of electron transport chains that was first detected in 30-day-old flies. Our findings thus provide evidence that the decrease in expression of mitochondrial genes indeed leads to the increase in expression of stress response genes. An alternative explanation for the decreased expression of mitochondrial genes found in older flies is that individual organisms that live longer may already exhibit lowered expression of those genes earlier in life; as they become increasingly overrepresented in older samples, their expression levels are reflected in the pooled transcriptome average. In either case, these reports reinforce the link between mitochondrial health and longevity, which suggests that therapeutic interventions aimed at altering mitochondrial function may be important in slowing the aging process—particularly in energy-demanding tissues such as the brain.

### Decline and reversal of neuronal function gene expression

In the clustering analysis of DE genes, we identified a cluster (FC15) enriched in neuronal and synaptic function genes that displayed a peculiar temporal trajectory: a continuous decline in expression during earlier periods that was sharply reversed in the oldest group. A co-expression module (FM13) with a similar trajectory and GO enrichment was identified in our network analysis of the female dataset, and further testing revealed that FC15 and FM13 overlapped significantly in their gene composition. Some of the hub genes in FM13 have been previously associated with behaviors that are affected by aging. For instance, *Mid1*, a protein found to be associated with sodium leak channels, disrupts locomotor and social clustering behavior when knocked down [46]. Knockdown of *kis*, which encodes a protein involved in chromatin remodeling [47], leads to impairment in locomotor activity and immediate memory recall [48]. Two hub genes, *scrt* and *CG4587*, have also been associated with memory deficits when knocked down in a previous RNAi screen of genes associated with learning and memory [36]; *scrt* is a zinc-finger transcription factor involved in neuronal development [49]; CG4587 encodes a voltage-gated channel subunit that may be important for proper channel localization [50]. In addition to these two hub genes, the FM13 module as a whole was identified in our analysis as being highly enriched in hits from that RNAi screen, particularly in genes that were found to impair memory when repressed in that study. The vast majority of those memory-impairing genes were positively correlated with the module eigengene, indicating that their expression follows the decline in expression of the overall module, and suggesting that they play a role in the progressive deficits in memory that occur during aging.

While the age-related decline in expression of genes involved in cognitive processes makes sense intuitively, the abrupt reversal of this pattern and apparent regain in expression of those genes in the oldest group poses a conundrum. Similar reversals in gene expression have been observed in aging transcriptome of human cortex [51]. It has been shown in mice that gene expression becomes more variable with age, and this may be due to a progressive deterioration of gene repression mechanisms [52, 53]. However, this should cause random genes to have inappropriate increases in expression as a result of aging, in a way that would be highly variable from cell to cell. A more attractive explanation for this concerted reversal pattern of genes with neuronal function is that it might reflect a compensatory upregulation in response to an overall decline in neuronal function. Alternatively, flies that live longer may already express such genes at higher levels earlier in life, and this apparent increase might reflect a higher proportion of such individuals in later samples.

### Sex differences in lifespan

Our survival analysis revealed a shorter lifespan for female flies relative to males. While at least one report using the same strain of flies (Canton-S) found that females lived longer [54, 55], longer male lifespans have been described in other genetic backgrounds [56]. Aside from genetic variation, other factors such as housing, diet, mating status and even odorant exposure are also known to affect lifespan [33, 57, 58]; in some cases, these external factors can impact lifespan to a higher degree in one sex than another. For instance, gut health and microbiota has been shown to play a particularly important role in aging in females, in which dietary interventions can have a larger impact on longevity than it does in males [59]. It is possible that variations in the diet may, at least partly, explain the sex difference in longevity in our study compared to previous reports.

### Age-dependent memory deficits and the transcriptome

Previous studies have found age-related impairments in intermediate- and long-term olfactory memory tests in flies [10–12]. In our experiments, we also observed some age-related deficits in intermediate-term memory when testing flies 1 hour after training. Additionally, we observed an age-dependent deficit in short-term memory when testing flies 3 minutes after training. In females, this deficit was significant in all older groups (20, 30 and 40 days old) compared to the young group (5 days old). In males, the difference was significant only in the two oldest groups (30 and 40 days old). Interestingly, our transcriptome analyses revealed a similar male-delayed pattern for the shift in expression of mitochondrial electron transport chain genes, where a decline was already detectable in 20-day-old females and older, but only in 30-day-old males and older. It is tempting to speculate that some of the deficits in memory performance tests that flies accrue with age are directly associated with decreased mitochondrial function in aging neurons. 

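The difference between the sexes in the change of electron transport chain genes was tested itself. Female minus male, the median difference in log2 fold change over these genes was −0.25 at 20 days, 0.15 at 30 days and −0.26 at 40 days. Against other genes the set was lower at 20 days (adjusted p = 3.72e-06), higher at 30 days (adjusted p = 0.0211) and lower at 40 days (adjusted p = 1.43e-06), with adjusted p = 0.785, 0.695 and 0.579 with an estimated correlation. Of single genes of the list 0 passed in edgeR at any age, with 2 lower in females at 20 days, 0 at 30 days and 9 at 40 days at an unadjusted p under 0.05 and 0 at each age in DESeq2. At 30 days the difference was −0.01 with library totals in place of TMM (adjusted p = 0.23) and 0.13 without the mex1 libraries (adjusted p = 0.287), and single libraries moved it between 0.08 and 0.22. It did not pass without F5B, F5C, F30A, F40B, M5B or M5C (adjusted p = 0.0511 to 0.222). Muscle markers differed as well, with a median female minus male difference of 1.24 at 30 days (adjusted p = 0.00216; adjusted p = 0.555 with an estimated correlation), but without the mex1 libraries that difference was −0.01 (adjusted p = 0.733).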

In our analyses, we did not detect a significant enrichment in memory-impairing genes in any of the clusters and modules that were shown to decline with age and which had an enrichment in energy metabolism GO terms. However, the RNAi screen was performed using young flies [36], which may be more resistant to the effects of mitochondrial dysfunction and associated oxidative stress than older flies. In the future, it would be interesting to test whether improving mitochondrial function in older flies might ameliorate some of the losses in memory performance that develop with aging.

Interestingly, in a recent study where spermidine treatment was shown to suppress age-related memory impairment in flies [20], a transcriptome analysis of treated vs. untreated flies revealed that “oxidation reduction”—one of the most common GO terms among genes affected by aging in our own study—was the top GO term enriched among genes affected by treatment in both 3-day and 10-day-old flies. In that same study, the GO analysis found that terms involved in neuronal function were also enriched among genes affected by spermidine treatment in 10-day-old flies; the effect of spermidine on suppressing age-dependent memory impairment was later shown to be specifically mediated, at least in part, through regulation of the presynaptic active zone size [60]. The GO terms pertaining to the same category (neuronal function and, in particular, synapse organization) were enriched in genes affected by aging in our study. This highlights the value of aging transcriptome studies like ours in uncovering cellular and molecular pathways that are affected by aging, and which may serve as direct targets for investigating therapeutic strategies against age-dependent cognitive impairments.

## Supporting information

S1 Fig Principal component analysis of RNA sequencing data, combining all age groups and both sexes. Samples are labeled according to age and sex. Some separation of the samples according to age is discernible as one moves upward and rightward in the graph. It is notable that variance among the female samples is larger, as observed by the spread across the first component.
(PDF)

S2 Fig Temporal profile of all clusters of DE genes for male and female datasets. Individual lines represent expression of single genes averaged across samples, colored according to the cluster membership values shown in the color bar; only core genes (α ≥ 0.4) are plotted (see Material and Methods).
(PDF)

S3 Fig LOESS-fitted curve of eigengene values for MM14 across all ages.

S1 Table List of all DE genes at 5% FDR.

S2 Table GO term enrichment among DE genes.

S3 Table GO term enrichment in temporal clusters.

S4 Table GO term enrichment in co-expression modules.

S5 Table Gene membership values and module assignments.

S1 File Read counts per gene.

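The table of counts in the supplement has a column for each of the 23 libraries. For the part of its genes that was read here, 114632 values were compared with the deposited raw counts, and 0 differed.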

# Supplementary material for: Brain transcriptome changes in the aging Drosophila melanogaster accompany olfactory memory performance deficits
**Source:** PLoS One. 2018 Dec 21;13(12):e0209405. doi: 10.1371/journal.pone.0209405
**Supplement:** S2 Fig — Individual lines represent expression of single genes averaged across samples, colored according to the cluster membership values shown in the color bar; only core genes (α ≥ 0.4) are plotted (see Material and Methods).

**Fig. S2**

**(A)**

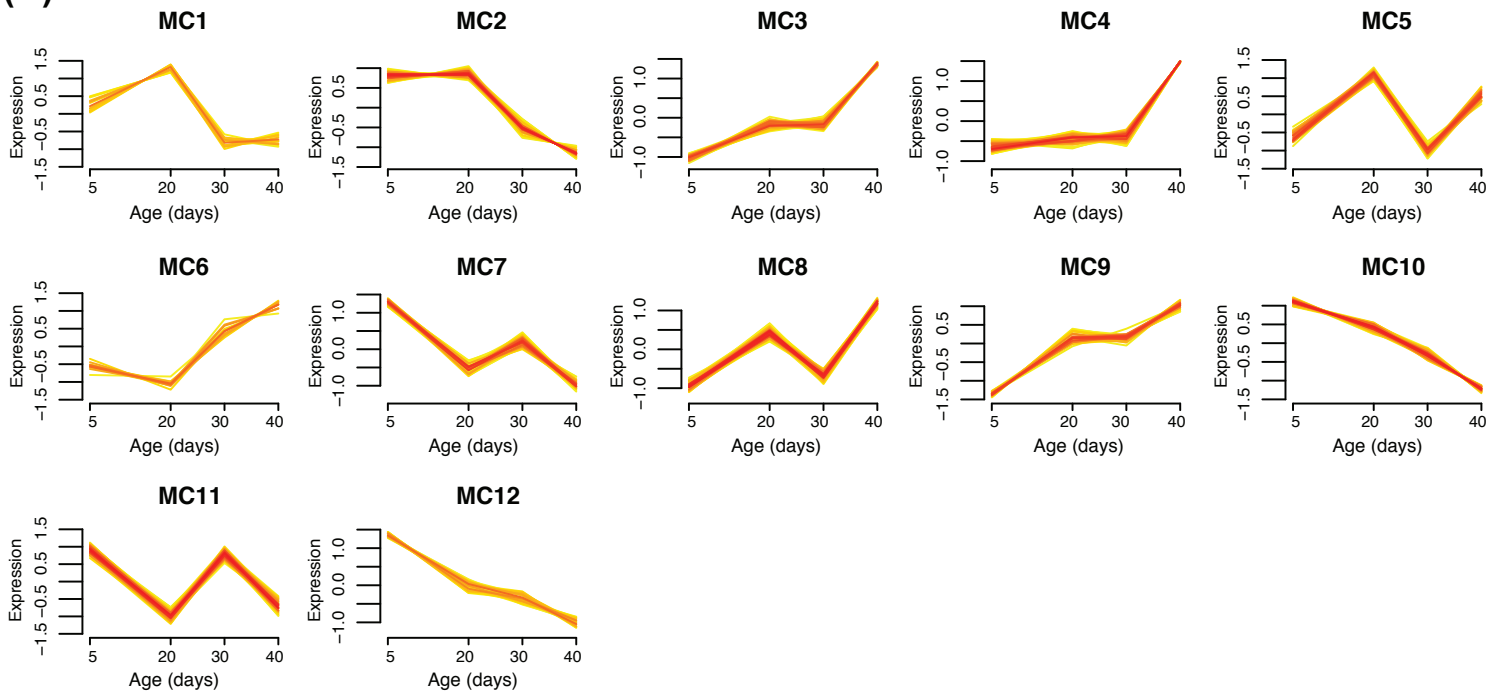

**(B)**

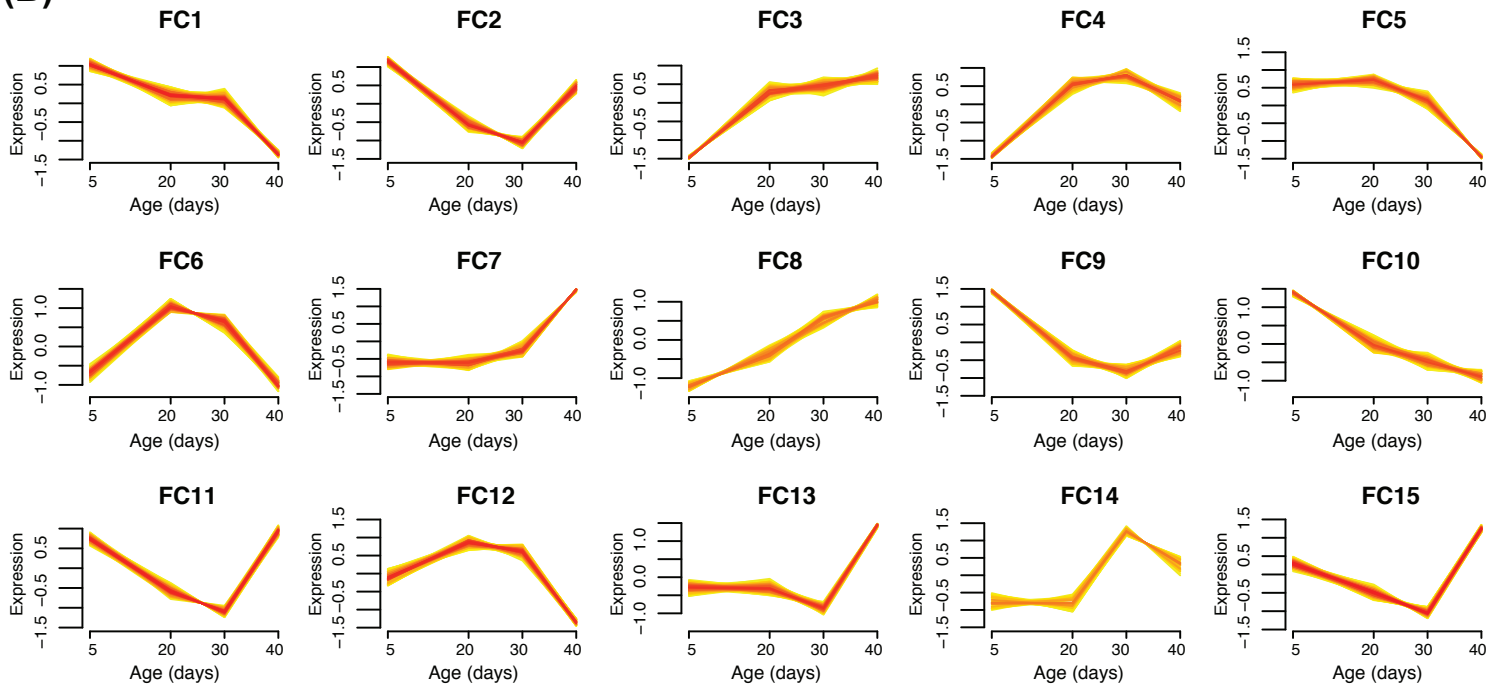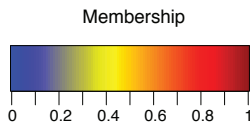

**Supplementary Figure S2** Temporal profile of all clusters of DE genes for male and female datasets. Individual lines represent expression of single genes averaged across samples, colored according to the cluster membership values shown in the color bar; only core genes ( $\alpha \geq 0.4$ ) are plotted (see Material and Methods)

How the deposited data were processed for this re-analysis (not part of the article)

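RNA from pools of 18 brains of Canton-S flies was sequenced at 4 ages in both sexes, in 3 replicates per group and 2 in 30-day-old males. The authors trimmed paired-end reads with Trimmomatic 0.35, aligned them to dm6 with STAR and assigned them to genes with HTSeq-count in union mode. The unit of the deposited values is the raw count of reads per gene, with no normalization and no filter on genes. Each library's sex was checked against roX1, roX2, msl-2 and the yolk protein genes, and every label matched. Symbols were matched to Release 6 annotation for positions and exon lengths, 12870 by the same symbol and 4455 by an older one, with 196 left unmatched.

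Counts were analysed with edgeR 4.0.16 in R 4.3.3 (filterByExpr, TMM, quasi-likelihood fit with robust = TRUE), each sex alone with age as the group. A gene counted as changed at a 5% FDR (Benjamini-Hochberg) in both the F test over ages and the test of the contrast, and all these tests are two-sided. The difference between the sexes was tested as an interaction in 1 fit of 8 groups. Gene lists were tested with camera of limma 3.58.1 (two-sided), with a preset correlation of 0.01 and with an estimated one, adjusted over the lists of a contrast. The lists covered the respiratory chain and energy metabolism, ribosomes, stress and immune genes, synaptic and neuronal genes, neuropeptides, the circadian clock, the proteasome, small nucleolar RNAs, and markers of other cells and tissues.

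Clusters used fuzzy c-means (e1071 1.7.16, 20 starts) on standardized group means of rlog values from DESeq2 1.42.0, with 15 clusters in females and 12 in males and core membership of 0.4. They were matched to those of the paper by the shape of the centroid alone. Modules used the absolute biweight midcorrelation to the power 7, topological overlap, average linkage and a fixed tree height, found on a grid of 0.005 as the one giving the most groups of at least 40 genes. Genes correlated under 0.8 with their eigengene were removed and modules with eigengenes correlated over 0.8 were merged. The dynamic tree method of the paper's module software was not used here. Module code ran in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3. Overlaps used one-sided hypergeometric tests.

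Genes named in the text were drawn from a larger pool set by a rule. It held the 4 genes that the paper names. It also held the 8 genes with the largest rise and the largest fall in each comparison with 5-day-old flies. Those had to pass both tests, average at least 5 CPM and have no overlap between the 2 groups of libraries, and the same rule was applied to genes with a name of their own. Further members of the pool were the 4 genes with the smallest p in each list and comparison, and all members of 3 short lists. The last were 5 genes per direction for the interactions and for 40 against 30 days. Not every gene of the pool is named, and which of them are named was not set by the rule. The first lines of S1 Table had been seen when this rule was written. Other genes are said to have been chosen after their values were seen.

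Alternatives were DESeq2 with the paper's settings, other size factors, library totals, 3 other count filters or depths, the replicate letter as a block, only the 2 ages compared, both sexes in 1 fit, the pairwise test alone, and each library left out. For clusters and modules they were other genes, cluster numbers, core memberships, powers, correlations, tree heights and rlog values. Removal of a trend with transcript length and of libraries with mex1 above 10 CPM were chosen after the data were seen. Tests were tried on simulated changes in counts drawn at random from each gene's mean, the library sizes and the fitted spread, and on simulated modules. The drawn counts hold no gut transcripts or length trend that differ between libraries. Of 200 simulated changes edgeR called 106 in females and 99 in males, with 1 and 2 false calls. DESeq2 called 141 and 144, with 11 and 23 false calls. At 40 days against 5 days, of 50 simulated changes of each kind, 4-fold rises were called in 45 (females) and 44 (males) and 4-fold falls in 43 and 38. Of 2-fold rises 14 were called in each sex, and of 2-fold falls 4 and 3, so most changes of that size are missed. The enrichment of genes of intermediate-term memory, survival and behaviour were not analysed here.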

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

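The tests of muscle and of gut tissue were chosen after the results were seen, as were the removal of the mex1 libraries and of the length trend.

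Lists whose change from 5 days differed between females and males are given first, as the median female minus male log2 difference with its adjusted p at the preset correlation. In all 9, 18 and 15 of 30 lists passed at 20, 30 and 40 days, and none of them with an estimated correlation. Given here are the electron transport chain and those with a median difference of at least 0.5, a limit chosen after the data were seen. The others had medians from −0.27 to 0.32, −0.47 to 0.45 and −0.40 to 0.44, among them the cytosolic ribosome at 40 days (−0.40), which had the lowest adjusted p of that age (adjusted p = 1.35e-17). At 20 days those given were the electron transport chain (−0.25, adjusted p = 3.72e-06), small nucleolar RNAs (0.59, adjusted p = 3.72e-06) and germ line markers (−3.22, adjusted p = 0.006). At 30 days they were the electron transport chain (0.15, adjusted p = 0.0211), immune genes (0.80, adjusted p = 3.55e-05), antioxidant genes (0.70, adjusted p = 8.28e-09), vesicle release (−0.66, adjusted p = 5.47e-13), receptors (−0.75, adjusted p = 5.47e-13), channels (−0.73, adjusted p = 6.03e-12), the hub genes of FM13 (−0.86, adjusted p = 0.0317) and neuronal markers (−0.71, adjusted p = 4.04e-05). The proteasome (0.58, adjusted p = 7.09e-13) and markers of fat body (0.92, adjusted p = 0.000227), muscle (1.24, adjusted p = 0.00216) and germ line (−2.38, adjusted p = 0.000844) differed at 30 days as well. Without the mex1 libraries the difference of muscle was −0.01 (adjusted p = 0.733). At 40 days they were the electron transport chain (−0.26, adjusted p = 1.43e-06) and the hub genes (0.61, adjusted p = 0.0352). Of these, the germ line at 20 days did not pass without F20C (adjusted p = 0.0521) or M20B, nor the immune genes at 30 days without M30B (adjusted p = 0.345), the electron transport chain at 30 days without F5B, F5C, F30A, F40B, M5B or M5C (adjusted p = 0.0511 to 0.222), the hub genes at 30 days without F5C, F30A, M5C or M30B (adjusted p = 0.0601 to 0.222) or the hub genes at 40 days without F5A, F5B, F40B, F40C, M5A, M5B or M40A (adjusted p = 0.063 to 0.362). Single genes past DESeq2's interaction test numbered 23, 8 and 18 at 20, 30 and 40 days, against 0 in edgeR (455, 992 and 712 at an unadjusted p under 0.05). One of them at 40 days was Obp99b, an odorant-binding protein (6.74, SE 1.25, adjusted p = 2.16e-05 in DESeq2 and 0.337 in edgeR).

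Transcripts of the gut, which the paper does not discuss, were high in some libraries. The summed level of 7 digestive enzymes reached 21100 CPM and mex1 reached 153 CPM in F30A. The mean of 3 gut genes of other families followed the enzymes over the 23 libraries (Spearman rho 0.939, Pearson r 0.95, permutation p = 1e-05 for each, the smallest the permutations can give; r = 0.954 without the 2 farthest libraries). Of the 3, mex1 (rho 0.895) and Amy-p (0.925) did so singly, and Amy-d (0.193) did not. Within sexes, r and rho were 0.962 and 0.944 in females and 0.956 and 0.918 in males. Age as the source is argued against by libraries of one age and sex that differ by up to 4400-fold. Gut tissue left on some brains is a candidate source, found and tested on the same data.

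The electron transport chain was lower in older brains, and muscle or transcript length could in principle produce such a fall. Less the median of genes of similar exon length, the fall was −0.85 in 40-day-old females (95% bootstrap interval −0.93 to −0.66), −0.5 in 30-day-old males and −0.82 in 40-day-old males, which argues against transcript length as its cause in these libraries. All intervals in this paragraph resample genes and not libraries, so they leave out the spread between libraries. Muscle markers had a median of −0.16 in 40-day-old females (interval −0.36 to 0.11), above the −0.96 of the electron transport chain, which argues against a loss of muscle there. In 30-day-old males they had a median of −1.26 (interval −1.44 to −0.98), below the −0.55 of the chain, so less muscle tissue stays open in that group beside age. In 40-day-old males the median of −0.48 (interval −0.8 to −0.13) overlaps the −0.70 of the chain, and muscle and age cannot be told apart there. In 20-day-old females the muscle median of −0.34 (interval −0.49 to 0.08) lay beside the −0.36 of the chain, so less muscle tissue is not excluded at that age. Loss of other tissues was not tested for this fall. The yolk protein genes, which are among the fat body markers, summed to 22000 to 61200 CPM in 5-day-old females. In 40-day-old females they summed to 3990 to 10700 CPM.

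Neuronal genes were higher at 40 than at 30 days in females. Less the median of genes of similar exon length the rise was 0.48 (interval 0.43 to 0.55) against 0.78 before. In these libraries that argues against transcript length as the whole cause, but the interval resamples genes and not libraries. With the length trend removed, 72 genes passed in this comparison in place of 694. Without the mex1 libraries the rise was 0.68, but that decides nothing on gut tissue. It leaves F30C alone against F40B and F40C, and F30C still had 1240 CPM of the digestive enzymes against 14.3 and 14.6 CPM, so the difference in gut transcripts was not removed and the bound set beforehand was unsuited. Gut tissue stays open. Age also stays open as an explanation, as do differences in dissection between these few libraries.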

How the results depend on the processing

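Removal of the length trend and of the mex1 libraries were chosen after the data were seen. The cause was not tested for any change below, except that fewer libraries or genes entered the fits that leave some out.

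The fall of electron transport chain genes kept its sign in every alternative in females at 20, 30 and 40 days and in males at 30 and 40 days. With an estimated correlation the list no longer passed at F20 (−0.36), F30 (−0.41), F40 against F30 (−0.53), M30 (−0.55) and M40 (−0.7), nor in the sex differences (−0.25, 0.15 and −0.26). The sex difference at 30 days also did not pass with library totals (−0.01, adjusted p = 0.23) or without the mex1 libraries (0.13, adjusted p = 0.287). Of 300 tests of lists, 288 gave the same call with DESeq2, 4 were weaker, 8 were stronger and 0 reversed. With an estimated correlation 3 lists passed at F40, against 14 with the preset one, and 0 in each of the other 12 comparisons, against 8 to 21.

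With DESeq2 the counts were 3271 (females over ages), 913, 1523, 1498, 95 (30 against 20 days) and 1489 (40 against 30 days), in males 1074, 218, 66, 806, 89 and 84, and for the sex differences 23, 8 and 18. Without the mex1 libraries they were 9, 7, 2, 9 and 0 (40 against 30 days) in females and 13, 1 and 12 (over ages, 20 and 40 days) in males. With the length trend removed they were 959, 118 and 72 in females (over ages, 20 days, 40 against 30 days) and 104 and 101 in males (over ages, 40 days). With only the 2 ages compared they were 2, 0 and 440 in females and 0 and 0 in males at 20 and 30 days. With both sexes in 1 fit they were 3 in females from 20 to 30 days, and 435, 40, 11, 359 and 6 (30 against 20 days) in males. With the replicate letter as a block they were 7, 0, 2 and 7 in males. The correlation of residuals between libraries of the same letter had a median of −0.052 in males (2 of 15 pairs over 0.1), against 0.034 for different letters, and of 0.104 in females (10 of 18 pairs over 0.1), against −0.049, so an effect of the letter is not excluded in females. With at least 10 counts in every sample the male counts were 50 over ages, 48 at 40 days and 1 from 20 to 30 days, thinned to the smallest library the count was 2 at 20 days, and with the pairwise test alone it was 302 at 40 days.

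With edgeR genes the core genes numbered 31 (FC1-like), 51 (FC11-like), 33 (FC15-like), 19 (FC3-like), 1 (MC2-like) and 1 (MC10-like, with 0 electron transport chain genes), and the overlaps of FC1-like with MC2-like and MC10-like were 0 and 0. With 3 fewer clusters they were 134 (FC11-like), 97 (FC3-like), 71 (MC2-like) and 74 (MC10-like), and with 3 more 52 (FC15-like). With core membership of 0.5 they were 39, 49, 59, 23 and 28 (FC1-, FC11-, FC15-, FC3- and MC10-like). There were 14 female modules with Pearson correlation. Male modules that varied with age were 2 with power 6, 0 with Pearson correlation and 0 with rlog values, and the adjusted p of the MM14-like module was 0.0736 and 0.0557 in the last 2 (exact permutation tests).

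Leaving out 1 library at a time gave these ranges. Genes changed in females: 413 to 2058 over ages, 19 to 292, 43 to 842 and 237 to 1197 against 5 days, 0 to 0 from 20 to 30 days and 0 to 1378 from 30 to 40 days. In males: 9 to 45, 0 to 8, 0 to 6, 8 to 44, 0 to 0 and 0 to 1. Sex differences: 0 to 1, 0 to 0 and 0 to 0. Core genes: FC1-like 46 to 76, FC11-like 67 to 93, FC15-like 58 to 108, FC3-like 33 to 75, MC2-like 25 to 45 and MC10-like 32 to 44, with 3 to 23, 1 to 12 and 5 to 9 electron transport chain genes in FC1-, MC2- and MC10-like. Clusters were picked anew by shape in each of these fits and need not be the same cluster throughout. Modules: 8 to 16 in females and 8 to 20 in males, of which 4 to 8 and 0 to 3 varied with age, with 6 to 45 and 13 to 42 electron transport chain genes in FM10- and MM14-like and 823 to 1281 genes in FM13-like. Adjusted p (exact permutation tests): FM10-like 0.000779 to 0.0173, FM13-like 0.0122 to 0.107 and MM14-like 0.00675 to 0.462. Distances between principal component scores: 1.05 to 10.8 over all and 3.04 to 20.4 on the first. Electron transport chain medians: females −0.39 to −0.23, −0.45 to −0.33, −1.02 to −0.88 and −0.6 to −0.5 (40 against 30 days), males −0.18 to −0.02, −0.57 to −0.45 and −0.75 to −0.6, and sex differences −0.35 to −0.14, 0.08 to 0.22 and −0.36 to −0.13.

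Direction reversed for glia at F20 without F5C (0.25; range −0.21 to 0.25). At M30 it reversed for cytosolic ribosome without M5A (−0.07; −0.07 to 0.17), immune genes without M30C (−0.91; −0.91 to 1.33), vesicle release without M5B (0.03; −0.3 to 0.03), receptors without M5C (−0.17; −0.17 to 0.28), channels without M5C (−0.09; −0.09 to 0.38) and the clock without M30B (−0.23; −0.23 to 0.24). It also reversed for sex differences of cytosolic ribosome at 20 days without F5C (−0.01; −0.02 to 0.27), vesicle release at 20 days without M5C (0.15; −0.15 to 0.17) and muscle at 30 days without the mex1 libraries (−0.01). For the sex difference of immune genes at 40 days (−0.53) the direction of camera's test turned without F5C (−0.66; −0.93 to 0.8) though the median did not, and the median turned without F5A (0.8) or M40A (0.04).

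For the change over ages in females, the highest of 99 other splits called 57 genes against the real 1528, which argues against chance there. In males 2 of 100 splits, the real one included, called at least the real 31. By the limit set beforehand that share is low enough to count against chance. The other of these called 116, however, so chance is not taken as excluded in males. With DESeq2 the highest other split called 1326 genes in females, against 3271, and 1083 in males, against 1074. For F20 (312), F30 (701), F40 (771), M20 (4), M40 (31) and F30 against F20 (0) the highest other split called 0, and for F40 against F30 (694) it called 1, and 10 splits are too few. For sex differences at 20 and 40 days (0 each, so that all 100 splits give as many) other splits called up to 735 and 969. These splits exchanged ages within 1 sex or both, which can turn an age change shared by the sexes into a difference between them. Their high counts therefore decide nothing.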

Differences from the paper's values

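The counts of changed genes are set at the 5% FDR of the paper, with edgeR in place of DESeq2. In males the paper gives 1076 genes over ages and this reanalysis 31. At 20 days the paper gives 217 (105 up, 112 down) against 4 (3 and 1), at 30 days the paper gives 66 (28 up, 38 down) against 5 (5 and 0), and at 40 days the paper gives 808 (407 up, 401 down) against 31 (20 and 11). In females the paper gives 3271 over ages against 1528, at 20 days the paper gives 913 (413 up, 500 down) against 312 (120 and 192), at 30 days the paper gives 1521 (642 up, 879 down) against 701 (195 and 506), and at 40 days the paper gives 1496 (730 up) against 771 (259). With DESeq2, the tool the paper's methods name, each of these counts came within 1.5 times the paper's. Other alternatives set before the data were examined came within it only for some: falls at 30 days in females with at least 10 counts in every sample, the replicate block or the pairwise test alone; all genes at 40 days in females with the pairwise test alone or without F5C; and rises at 40 days in females without F5C. The remaining alternatives did not.

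The paper finds 23 female modules against 9 here, which came within 1.5 times without F20A or F30B and under no other alternative. The paper counts 13 female and 5 male modules associated with age against 6 and 1, and no alternative came within it. For FM10 the paper's adjusted p is 1.87E-05 against 0.00117 (exact permutation test), and no alternative came within it, as there are too few ways to assign 12 libraries to ages for a p that low. For MM14 the paper's adjusted p is 0.035 against 0.0182 (exact permutation test), which came within it with power 6 or without M20A and under no other alternative. The overlap p of core genes is 1.9e-07 in the paper against 3.67e-05 for FC1 and MC2, and 8.4e-18 in the paper against 2.17e-16 for FC1 and MC10. The overlap p of FM10 and MM14 is 4.1e-68 in the paper against 2.58e-80. No alternative came within 1.5 times for these. In units of 1e6, the paper planned 30 paired-end reads per sample and the median total count is 15.6, with no alternative run. HTSeq counts a pair once, so the 2 numbers differ by over 1.5 times only if the paper's number is of pairs and not of single reads.

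The paper states a higher variance of samples in females by the spread across the first principal component. The difference of distances along it was 15.7 here, in the stated direction (two-sided permutation p = 0.0947; 0.759 without F40A, and 0.046, 0.026, 0.0382 and 0.0466 without F5A, F20B, F30B and M30C). Over all components it was 6.8 (two-sided permutation p = 0.217; 0.0399 without F30B). The paper describes electron transport chain genes as falling earlier in females. The medians at 20 days were −0.36 in females and −0.11 in males, in that order, and at 30 days −0.41 in females and −0.55 in males, in the other order.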

Other observations

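The tests of muscle and gut tissue in these values were chosen after the results were seen, as was the removal of the mex1 libraries. Of 31 neuropeptide genes 6 fell at 40 days in females, SIFa, Ilp3, Pdf (log2 fold change −0.79), Crz (−0.67), the insulin-like peptide Ilp5 (−1.19) and the ion transport peptide ITP (−0.72), and 9 were lower when adjusted over the list alone. The set was lower (median −0.38, adjusted p = 0.00194; adjusted p = 0.68 with an estimated correlation). The count was 3 without F40A and 2 without F40B, the call of Ilp5 was lost without F40A or F40B, and that of ITP without F40B. The call of Pdf was kept only without F5A, F20A, F20B, F30B or F30C (adjusted p up to 0.152 in the others) and that of Crz only without F20A or F30A (adjusted p up to 0.143). In males 0 neuropeptide genes passed in edgeR (5, 5 and 5 higher and 2, 5 and 6 lower at an unadjusted p under 0.05 at 20, 30 and 40 days, and 3, 1 and 4 in DESeq2). The clock repressor cwo rose in 40-day-old females (0.81), a call lost without F5A, F5B, F5C, F40A, F40B or F40C, and at 30 days (0.61), a call kept only without F20A, F20B or F30A. The rise of tim at 30 days (0.93) was kept only without F30C, and the fall of cyc at 40 days (−0.38) only without F20A or F30C. As a set the clock did not pass (adjusted p = 0.108 and 0.395 at 30 and 40 days). Among learning genes the kinase CaMKII fell in 30-day-old females (−0.89), a call lost without F30B. At 40 days the rise of scb, an integrin subunit (1.90), was kept only without F30C, and that of orb2 (0.79) only without F5C or F30C. Without the mex1 libraries the calls of Ilp3, Pdf, Crz, Ilp5, ITP, cwo, tim, cyc, CaMKII, scb and orb2 were all lost. The log2 fold changes of the neuropeptide genes at 40 days moved little in that smaller fit. They were −2.01 for Ilp3 (−2.07 before), −0.76 for Pdf, −0.66 for Crz, −1.11 for Ilp5 and −0.69 for ITP. A cluster that was lowest at 5 days, matched to FC3, had 42 core genes in females, among them TotA, TotC and TotM (one-sided hypergeometric test of the immune list, adjusted p = 0.017). Its core genes numbered 74 without F5A, 65 without F20B, 66 without F20C and 75 without F30A or F40A.

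Cytosolic ribosome genes, 85 of them, were higher in females at 20 days (9 rose, 19 higher and 1 lower when adjusted over the list alone, median 0.38, adjusted p = 3.51e-14; adjusted p = 0.429 with an estimated correlation). They were lower at 40 days (11 fell, 18 lower when adjusted over the list alone, median −0.38, adjusted p = 1.16e-07; adjusted p = 0.68 with an estimated correlation). The 9 were 0 without F5A, F20A or F20B, 1 without F5B, F20C, F40B or F40C, 4 without F5C and 5 without F30A or F40A. The 11 were 6 without F5A, F5B or F40C, 52 without F5C and 4 without F40A or F40B. Of small nucleolar RNAs at 40 days, 8 of 99 tested rose and 4 fell in females, and 5 of 121 rose in males. Their medians were 0.50 (adjusted p = 0.000936; adjusted p = 0.68 with an estimated correlation) and 0.42 (adjusted p = 0.0227; adjusted p = 0.785 with an estimated correlation). The female set did not pass without F5B (adjusted p = 0.0615), nor the male set without M5A, M5C or M40B (adjusted p = 0.331, 0.308 and 0.0687). Adjusted over the list alone, 14 were higher and 7 lower in females and 8 higher in males. The 4 falls were 2 without F20B, F20C or F30B and 1 without F40A, F40B or F40C. Of 32 proteasome genes 1, Rpn13, rose at 30 days in females (0.71; 23 higher when adjusted over the list alone), and the set was higher (median 0.43, adjusted p = 4.1e-09; adjusted p = 0.422 with an estimated correlation). That count was 7 without F30C and 0 without F5B, F5C, F20C, F30A, F30B, F40B or F40C, and the call of Rpn13 was lost without the mex1 libraries (0.54, adjusted p = 0.596).

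Markers of other cells moved with some groups. At 30 days the rises of Gli (1.16) and Obp99b (4.40) and the falls of Eaat1 (−1.02) and Obp44a (−1.16) in females passed too. Those calls were kept only without F20A, F20B, F30C or F40C for Gli. They were lost without F5A, F30A, F30B, F40B or F40C for Obp99b, without F30A, F30B, F40B or F40C for Eaat1, and without F5C, F30A, F30B or F30C for Obp44a. In 40-day-old females Gli, a septate junction protein of glia, rose (1.49), a call lost without F5B, F40A or F40B. Eaat1, a glutamate transporter of glia, fell (−0.89), a call lost without F30B, F40A, F40B or F40C. Of the genes listed beforehand as fat body markers, Obp44a fell (−2.21), a call kept without any single library, and Obp99b rose (5.10), a call lost without F5A, F40B or F40C. Whether these 2 genes report fat body in brain samples was not tested. Of hemocyte markers PPO1 fell by 5.32, a call kept only without F30C or F40A, and in 40-day-old males Pxn, a peroxidase, fell by 1.23, a call kept only without M20B. The titin-like muscle genes sls and bt rose in 40-day-old females (2.12 and 1.61), with the call of sls lost without F5A, F5B, F40A or F40B and that of bt kept only without F30C or F40C. Of 26 retina markers ninaB fell in 40-day-old females (−0.90), a call kept only without F5B, F20A, F20B or F30C, and the set did not pass (median −0.16, adjusted p = 0.873). Trachea and cuticle markers had medians of −0.30 in 20-day-old females (0 passed in edgeR, 3 lower at an unadjusted p under 0.05, 2 in DESeq2) and −0.54 in 30-day-old males (0 passed in edgeR, 1 lower at an unadjusted p under 0.05, 0 in DESeq2). Germ line markers had a median of 1.93 in 30-day-old males (0 passed in edgeR, 2 higher at an unadjusted p under 0.05, 1 in DESeq2; adjusted p = 0.00191; adjusted p = 0.127 with an estimated correlation). Of the sex check genes Sxl rose in 40-day-old females (0.92), a call lost without F40B, and roX1 in 30-day-old females (1.73), a call lost without F5A, F5B, F30B, F40A, F40B or F40C. Of the genes named in this paragraph only PPO1 kept its call without the mex1 libraries.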
